# Resveratrol supplementation confers neuroprotection in cortical brain tissue of nonhuman primates fed a high-fat/sucrose diet

**DOI:** 10.18632/aging.100942

**Published:** 2016-04-09

**Authors:** Michel Bernier, Devin Wahl, Ahmed Ali, Joanne Allard, Shakeela Faulkner, Artur Wnorowski, Mitesh Sanghvi, Ruin Moaddel, Irene Alfaras, Julie A. Mattison, Stefano Tarantini, Zsuzsanna Tucsek, Zoltan Ungvari, Anna Csiszar, Kevin J. Pearson, Rafael de Cabo

**Keywords:** Rhesus monkeys, cDNA microarray, inflammation, endothelial nitric oxide synthase, brain vasculature

## Abstract

Previous studies have shown positive effects of long-term resveratrol (RSV) supplementation in preventing pancreatic beta cell dysfunction, arterial stiffening and metabolic decline induced by high-fat/high-sugar (HFS) diet in nonhuman primates. Here, the analysis was extended to examine whether RSV may reduce dietary stress toxicity in the cerebral cortex of the same cohort of treated animals. Middle-aged male rhesus monkeys were fed for 2 years with HFS alone or combined with RSV, after which whole-genome microarray analysis of cerebral cortex tissue was carried out along with ELISA, immunofluorescence, and biochemical analyses to examine markers of vascular health and inflammation in the cerebral cortices. A number of genes and pathways that were differentially modulated in these dietary interventions indicated an exacerbation of neuroinflammation (e.g., oxidative stress markers, apoptosis, NF-κB activation) in HFS-fed animals and protection by RSV treatment. The decreased expression of mitochondrial aldehyde dehydrogenase 2, dysregulation in endothelial nitric oxide synthase, and reduced capillary density induced by HFS stress were rescued by RSV supplementation. Our results suggest that long-term RSV treatment confers neuroprotection against cerebral vascular dysfunction during nutrient stress.

## INTRODUCTION

Worldwide incidence of obesity is at an all-time high, with more than 1.1 billion adults being classified as overweight or obese. The rise in obesity rates has a growing impact on the incidence of metabolic syndrome, cardiovascular disease, type-2 diabetes and cancer, and the cost of caring for obesity-related pathologies remains a huge economic burden, with $147-210 billion going towards the care of patients each year [1]. Epidemiological studies have shown a consistent link between increased body mass index at mid to late life and a stronger risk of late-onset dementia [2]. High-fat diet has been associated with central inflammation, brain insulin resistance, and cognitive decline leading to progressive neuro-degeneration [3], and resveratrol (RSV; 3, 4′, 5-trihydroxy-*trans*-stilbene) supplementation can attenuate central inflammation and improve memory deficits in HFD-fed mice [4].

RSV is a naturally occurring polyphenol compound that is found in a variety of foods including, but not limited to, wines, grape juice, nuts, and berries. Since 1940, RSV has generated considerable interest in the scientific community due to its ability to protect against a variety of diseases, including type-2 diabetes, cardiovascular disease, and cancers [5]. In addition, RSV has been recently proposed to play a critical role in the reduction of neuroinflammation caused by cytokines [6] and preservation of the cerebromicrovasculature density in cerebral endothelial cells [7, 8]. Obesity has been associated with marked increase in 4-hydroxynonenal (4-HNE), a membrane lipid peroxidation byproduct that induces mitochondrial oxidative stress leading to neuroinflammation and progressive neurodegeneration [9, 10]. RSV confers antioxidant protection by reducing formation of reactive oxygen species and counteracting the cytotoxic effects of 4-HNE in PC12 cells *in vitro* [11]. Additionally, RSV improves endothelial function and cerebral vascular density [12, 13] by increasing levels of vascular endothelial growth factor (VEGF) [14], which enhances angiogenesis [15] and attenuates ischemic brain damage [16].

Some clinical trials have been conducted to date to assess the role of RSV supplementation in brain function and/or neuroinflammation [17-20]. RSV dietary supplementation lowers infection-related neuroinflammation and impairment in working memory in mice [21] while it significantly increases cerebral blood flow and improves memory function in patients with an off-balance metabolism (reviewed in ref. [5]). More recently, it has been suggested that polyphenols are important to consume in old age as they may offer protection against neuroinflammation and help protect against cognitive decline [22]. The prefrontal cortex is the critical brain site for decision-making and other essential components of executive function [23] and middle-aged individuals with childhood-onset type 1 diabetes display poorer cognitive function [24]. Moreover, peripheral glucose dysregulation that commonly occurs with obesity is also associated with high rates of cognitive impairment [25-29]. Because of the inherent limitation of performing biochemical and histochemical analyses on post-mortem brain tissue from patients, the objective of this study was to set out a research protocol to compare various parameters of cerebral neuroinflammation in middle-aged male rhesus monkeys fed a high-fat, high-sucrose (HFS) diet without and with RSV supplementation for 2 years. Using this experimental model, we recently reported that RSV prevents pancreatic β-cells dedifferentiation [30], promotes metabolic and inflammatory adaptations in visceral white adipose tissue [31], and reduces the HFS-induced inflammation and stiffening of the central arterial wall [32]. In the present study, the prefrontal cortices on the same cohort of treated animals were used to test the hypothesis that RSV supplementation may prevent impairment in cerebral vasculature and confer neuroprotection through inhibition of oxidative and inflammatory pathways.

## RESULTS

### Assessment of resveratrol accumulation in monkey cerebrospinal fluid

Adult male rhesus monkeys (average age at baseline 10.5 ± 0.4 years) were fed a SD, HFS or HFS supplemented with RSV (HFS+R) diet for 24 months. Following euthanasia, RSV was detected in CSF of rhesus monkey on HFS+R diet, but not in SD- or HFS-fed animals (Fig. 1). No attempts were made to identify metabolites of RSV; however, we previously reported the detection of RSV and resveratrol-3-*O*-sulfate in the serum of HFS+R-fed animals, but not of resveratrol-4′-*O*-glucuronide nor 3-*O*-glucuronide, which were below the minimum quantitation limits [30]. There are no data available about concentrations of RSV in CSF in year 1.

**Figure 1:**
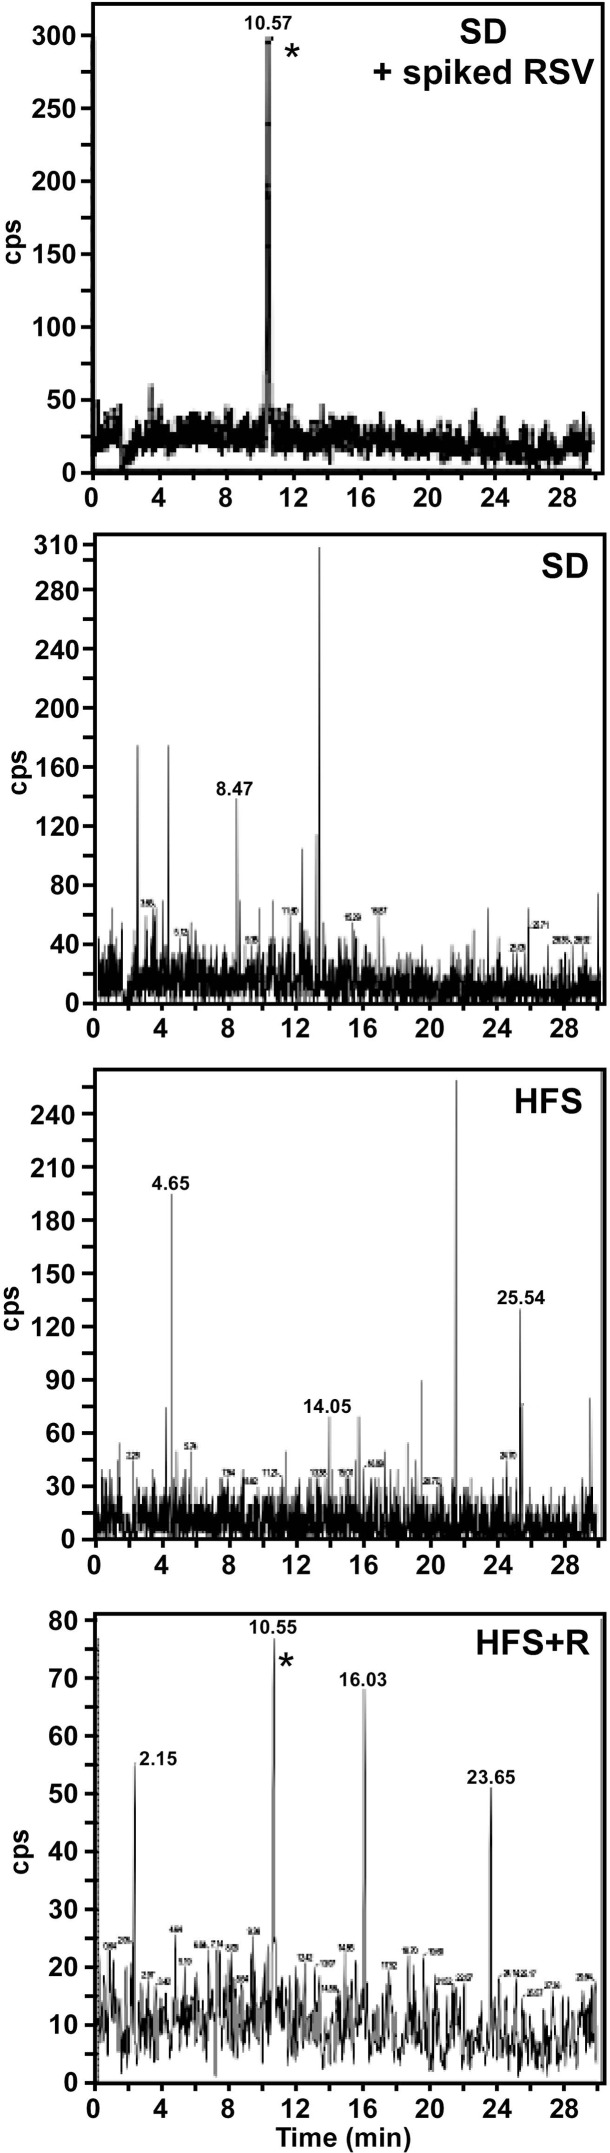
Accumulation of RSV in monkey CSF At the time of sacrifice, CSF from SD, HFS and HFS+R animals was collected and the amount of unconjugated RSV measured by MS/MS analysis. Upper panel, a CSF sample from SD control was spiked with 2.5 ng/ml RSV. The detection of RSV is indicated by *.

### Resveratrol supplementation alters gene expression profiles in cerebral cortex of HFS-fed monkeys

Whole genome microarray analysis was performed on cerebral cortex tissues of middle-aged male rhesus monkeys fed for two years either with SD, HFS or HFS+R diet. 

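Messenger RNA of the cerebral cortex was measured on Illumina HumanHT-12 V4.0 expression beadchips with 1 array per monkey, giving 4 SD, 10 HFS and 10 HFS+R arrays. All groups had been on their diets for 24 months. The HFS diet held 42% of its kcal as fat and 27% sucrose by weight, against 13% and under 5% in the SD. The HFS+R monkeys ate 2 treats a day that each held 40 mg RSV in the first year and 240 mg in the second. The methods and the sample labels name the tissue temporal neocortex, and the legend of Fig. 2 names it frontal cortex. The probes of this beadchip were designed on human transcripts, and how well each matches the monkey sequence was not examined. The authors deposited the signal intensity, the detection p-value and a Z score of every probe on each array. Z scores computed here from the signals differed from the deposited ones by at most 5e-10. The median signal of an array had a median of 58.05 among SD, 58.35 among HFS and 56.9 among HFS+R arrays. At a detection p under 0.01, an array detected 11413 to 14642 probes in the SD group (median 14198.5), 12473 to 14890 in the HFS group (median 13690) and 12459 to 14528 in the HFS+R group (median 13704). No difference in these numbers passed between HFS+R and HFS (2-sided permutation test, p = 0.794) or between HFS and SD (exact permutation test, p = 0.971). The number of arrays limits the precision. Z normalization takes the log2 signal, subtracts the mean of the array and divides by its SD. The scores were put back on a log2 scale with 1 factor for all arrays, so that differences read as log2 fold changes. Probes detected on at least 4 arrays were kept (15531), and 12471 of them carried exactly 1 gene symbol, for 9884 genes. A gene with several kept probes was represented by the brightest. The 3 diets entered 1 limma fit, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 9884 genes. The study called genes by a Z ratio over 1.5 in size, a P value under 0.05 and a false discovery rate that the methods print as over 0.3. It was read here as under 0.3, with limma's unadjusted p for the P value, whose test the paper's text does not name. In simulated arrays with 200 altered genes, a true log2 change of 0.3 was called for 26.9% of genes in HFS vs SD and 44.8% in HFS+R vs HFS, and a change of 0.6 for 85.1% and 95.5%. Noise was drawn independently for each gene there, so that these rates need not hold for the real arrays.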

Principal component analysis (PCA) demonstrated a clear separation of the three experimental groups (Fig. 2A). 

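Most HFS+R arrays lay apart from the HFS arrays on the first principal component, and the 4 SD arrays spread over both there. On this component of the 9884 genes, HFS+R arrays scored 8.49 ± 6.43 (SD, n = 10), HFS arrays −7.71 ± 7.67 (SD, n = 10) and SD arrays −1.94 ± 11.0 (SD, n = 4). SD arrays ranged from −11.7 to 10.7 on it, HFS arrays from −18.9 to 5.93 and HFS+R arrays from 0.319 to 22.7. HFS+R differed from HFS on this component (2-sided permutation test, p = 0.00011, adjusted p = 0.00099 over 9 tests), and the difference of HFS from SD did not pass (exact permutation test, p = 0.281, adjusted p = 0.316). On the second component HFS+R differed from SD (exact permutation test, p = 0.00999, adjusted p = 0.045), and HFS vs SD fell short (exact permutation test, p = 0.024, adjusted p = 0.0596). SD replicates 1 and 2 (20.4 and 14.5) lay beyond every other array on it (highest 7.96). The first 3 components carried 19.2%, 10.8% and 9.15% of the variance. Diet accounted for 18.8% of the variance over all genes (permutation test on Euclidean distances, p = 1e-05, the smallest that 100000 permutations can give). Between pairs of diets the share was 15.3% for HFS+R and HFS (p = 7e-05 by permutation), 16.4% for HFS+R and SD (exact permutation p = 0.000999, the smallest possible) and 10.5% for HFS and SD (exact permutation p = 0.0699). The first component also followed the SD of the log2 signal on each array (Pearson's r = 0.81, Spearman's rho = 0.82, permutation p = 1e-05 for each, the smallest possible), with r = 0.71 without the 2 arrays farthest from the median SD, 0.77 within the HFS arrays and 0.96 within the HFS+R arrays.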

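The cortex of RSV-fed monkeys differed from that of HFS-fed monkeys in 1582 genes, 982 higher and 600 lower, while 0 genes passed between HFS and SD. RNF13, a membrane-bound ubiquitin ligase of endosomes, rose from 8.34 ± 0.26 (SD, n = 10) in HFS to 8.95 ± 0.22 (SD, n = 10) in HFS+R on the log2 scale, a fold change of 0.61 (SE 0.11, adjusted p = 0.00152 from limma). It lay above the HFS mean in 10 of 10 HFS+R arrays. Such counts of arrays are taken against the mean of the other group throughout, and single arrays of the groups may overlap. SLC38A1, a neuronal glutamine transporter, rose by 0.66 (SE 0.15, adjusted p = 0.00619). OXR1, a gene of resistance to oxidative damage, rose by 0.61 (SE 0.15, adjusted p = 0.0106), and ABCE1, which recycles ribosomes, by 0.67 (SE 0.20, adjusted p = 0.0234), not exact as 1 HFS array did not detect it. The histone gene H4C3 fell by 1.38 (SE 0.22, adjusted p = 0.00081), and SLC5A3, which carries myo-inositol into cells, fell by 0.92 (SE 0.16, adjusted p = 0.00121). AGO2, the slicing enzyme of RNA interference, fell by 0.78 (SE 0.11, adjusted p = 0.000668). GSK3B, a kinase of insulin and Wnt signalling, fell by 0.76 (SE 0.13, adjusted p = 0.00105), and both did so in 10 of 10 arrays. SCN2A, a sodium channel of neurons, fell by 0.74 on its brightest probe (SE 0.10, adjusted p = 0.000668). Its other probes gave log2 fold changes of 0.00 and 0.24, and with the mean of its probes the call ended (adjusted p from 0.000105 to 0.0763 over the other settings). Among genes at an unadjusted p under 0.001 in HFS vs SD that missed the test were FUT6, a fucosyltransferase (log2 fold change −0.87, SE 0.16, adjusted p = 0.151), MAFF, a small Maf transcription factor (−1.02, SE 0.21, adjusted p = 0.181), and NSG1, an endosomal protein of neurons (0.62, SE 0.15, adjusted p = 0.181; not exact, as 1 SD array did not detect it). FUT6 passed without HFS replicate 1 or SD replicate 4 (adjusted p = 0.0314 and 0.0402) and MAFF without SD replicate 4 (adjusted p = 0.0461). limma gave 1250 genes at an unadjusted p under 0.05 in HFS vs SD and 3102 in HFS+R vs HFS. Scaling each array by its median alone put the median of all genes at 0.11 in HFS+R vs HFS (0.0225 with Z normalization), and the share of calls that were higher went from 62.1% to 95.1%, while quantile normalization gave 52.3% and neqc 52.5%. The median of each array, taken over all probes, lay below its lowest detected signal. Median scaling thus aligned arrays on signal near background and left differences in the SD of their log2 signal in place. The call was the same under all 4 scalings for 802 genes, 729 higher and 73 lower. Median scaling called 1410 genes higher and 73 lower, so that it set the number of lower genes. Arrays differed in the SD of their log2 signal between HFS (1.42 ± 0.0521, SD, n = 10) and HFS+R (1.48 ± 0.0489, SD, n = 10, permutation test, p = 0.017). Arrays of the standard diet gave 1.50 ± 0.0795 (SD, n = 4), and the difference of HFS from them did not pass (exact permutation test, p = 0.0559). With the SD of the log2 signal as a covariate 402 genes were called in HFS+R vs HFS, 362 of them among the 1582. With the mean level of oligodendrocyte markers 720 were called, 645 of them among the 1582. With the SD as a covariate the calls of SLC38A1, OXR1 and ABCE1 ended, at log2 fold changes of 0.54, 0.33 and 0.47 (highest adjusted p over the other settings 0.0619, 0.136 and 0.19).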

The dissimilarity in the pattern of gene expression between the HFS_SD and HFS+R_HFS pairwise comparisons is graphically represented as heat maps (Fig. 2B), and indicates that RSV supplementation provides a transcriptional profile distinct from that elicited by HFS diet alone. Gene ontology analyses of biological processes highlighted 56 out of a total of 143 GO terms that were shared between HFS_SD and HFS+R_HFS pairwise comparisons (Fig. 2C). Of these, there were 55 GO terms (55/56) enriched by genes that were differentially expressed between HFS and HFS+R diets, with “Regulation of transcription DNA dependent”, “Zinc ion binding” and “Ubiquitin cycle” among the top expressed GO terms (Fig. 2D). 

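Zinc finger genes and genes of the ubiquitin system included members that rose and members that fell in HFS+R relative to HFS. Of all 9884 genes 982 rose and 600 fell. Whether these lists, or those below, held more calls than other genes was not tested. Of 252 measured zinc finger (ZNF) genes, most of them transcription factors, 29 rose and 16 fell (30 and 20 adjusted over the list alone). ZNF451, a SUMO ligase, rose by 0.36 (SE 0.07, adjusted p = 0.003 from limma), and ZNF699 rose by 0.29 (SE 0.06, adjusted p = 0.00419). ZNF827, a factor of telomere chromatin, fell by 0.44 (SE 0.07, adjusted p = 0.00108), and ZNF503, a transcriptional repressor, fell by 0.34 (SE 0.06, adjusted p = 0.00154). Of 171 genes of ubiquitin conjugation and removal, 27 rose and 15 fell (28 and 17 adjusted over the list alone). UBE2K, a ubiquitin-conjugating enzyme, rose by 0.45 (SE 0.08, adjusted p = 0.0014). UBE2O, an enzyme that combines conjugating and ligase activity, fell by 0.36 (SE 0.06, adjusted p = 0.00105), and NEDD4L, a ligase that marks ion channels for removal, fell by 0.47 (SE 0.09, adjusted p = 0.00185). Between HFS and SD, 0 genes of either list passed limma. The ZNF genes as a group lay lower there, with 192 of 252 below 0 and a mean log2 fold change of −0.09 (camera, adjusted p = 0.0118, adjusted p = 0.835 with an estimated correlation and 0.205 with median scaling). ZNF7 gave −0.35 (SE 0.09, adjusted p = 0.189) and ZNF577 −0.42 (SE 0.12, adjusted p = 0.222). As groups in HFS+R vs HFS, neither list passed (camera, adjusted p = 0.732 for ZNF genes and 0.574 for the ubiquitin genes). With arrays scaled by their median, 30 ZNF genes rose and 1 fell, 31 ubiquitin genes rose and 6 fell, and the calls of ZNF503 and UBE2O ended (highest adjusted p over the other settings 0.0679 and 0.0665). The second kept probe of ZNF451 gave a log2 fold change of 0.08.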

Significantly regulated genes were then organized into functional pathways using parametric analysis of gene-set enrichment (PAGE) analysis. Of the 84 genesets modified between the two pairwise comparisons, 18 were shared and populated by genes that were differentially expressed by HFS and HFS+R (Fig. 2E). 

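In the HFS cortex, transcripts of mitochondrial respiration, of the ribosome and of chaperones passed camera as groups above those of the SD cortex, and did so with RSV, but fry and scaling arrays by their median did not keep these calls. Of 62 measured genes of oxidative phosphorylation, 47 were above 0 in HFS vs SD, with a mean log2 fold change of 0.12. They were led by COX7A1, a subunit of cytochrome c oxidase (0.34, SE 0.10, adjusted p = 0.201 from limma), CYC1, cytochrome c1 (0.30, SE 0.09, adjusted p = 0.238), and SDHC, a subunit of succinate dehydrogenase (0.29, SE 0.09, adjusted p = 0.241). Of 65 ribosomal protein genes, 48 were above 0 with a mean of 0.10, among them RPS29 (0.33, SE 0.11, adjusted p = 0.257) and RPS10 (0.28, SE 0.10, adjusted p = 0.262). Of 20 heat shock and chaperone genes, 14 were above 0 with a mean of 0.10, among them HSPA8, the constitutive HSP70 (0.25, SE 0.11, adjusted p = 0.329), and the small heat shock protein HSPB1 (0.41, SE 0.18, adjusted p = 0.329). In HFS vs SD, 0 genes of these 3 lists passed limma, also adjusted over the list alone, and in HFS+R vs SD 1, 1 and 2 genes rose past it (1, 0 and 3 adjusted over the list alone). As groups they passed camera in HFS vs SD (adjusted p = 2.29e-07, 3.59e-07 and 0.0247) and in HFS+R vs SD (adjusted p = 0.0166, 0.0233 and 0.0242), with adjusted p = 0.763 or higher for each with an estimated correlation. With fry they gave adjusted p = 0.102, 0.266 and 0.337 in HFS vs SD. As many gene lists passed in 31 of 100 splits of the arrays, so that chance cannot be excluded. With RSV, 1 ribosomal protein gene rose and 3 fell relative to HFS (0 and 1 adjusted over the list alone), 2 heat shock genes rose and 1 fell (2 and 1), and no gene list passed camera. PAGE on Z ratios, the method named in the paper, gave 7 of 26 gene lists in HFS vs SD and 2 in HFS+R vs HFS. Scaling arrays by their median put the median of all genes at −0.163 in HFS vs SD and ended the 3 calls (adjusted p = 0.473, 0.92 and 0.527), with list means of −0.14, −0.18 and −0.13. The gene sets named by the study were not used here.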

“Alzheimers_Disease_ Down”, “Diab_Neph_Down” and “Ageing_Brain_Up” were among the pathways that were significantly downregulated by HFS and markedly reversed with RSV supplementation (Fig. 2F). 

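KCNK12, KCNS1 and MT1H were higher in HFS than SD and lower again in HFS+R at the study's thresholds, BBOX1, which makes carnitine, ran the other way, and MSL3, a chromatin gene of the male-specific lethal complex, was lower at both steps. By those thresholds 532 genes differed in HFS vs SD (191 higher, 341 lower) and 2607 in HFS+R vs HFS (1609 higher, 998 lower), 2931 in either. The number in HFS vs SD was 2311 with median scaling (21 higher, 2290 lower) and ran from 0 to 1577 with 1 array left out. At least as many came from 6 of 100 splits of the arrays, the real one included, so that chance cannot be excluded for it. Both comparisons shared 208 genes, 7.10% of these. Of the shared genes, 135 (64.9%) moved in opposite directions, 51 higher with HFS and lower with RSV and 84 lower and then higher. These numbers depend on the setting: median scaling gave 990 shared and 932 opposite, quantile normalization 88 opposite, neqc 123 and 57, and the array SD as a covariate 0 and 0. Opposite genes ran from 0 to 549 with 1 array left out. The other 73 (35.1%) moved the same way, 8 higher in both and 65 lower in both. MSL3 fell by 0.67 in HFS+R vs HFS (SE 0.09, adjusted p = 0.000668 from limma), after a log2 fold change of −0.51 in HFS vs SD (SE 0.12, adjusted p = 0.181). A dimmer probe of it gave −0.63 in HFS+R vs HFS and another 0.15. Lists of these sizes drawn independently would share 140 genes, 74.8 in opposite directions and 65.5 in the same direction, 31.1 of them higher in both. The HFS arrays enter both comparisons with opposite signs, and simulated groups with no diet effect shared 0.05 genes on average (highest 2). Across genes, which are not independent replicates, the fold changes of both comparisons correlated at r = −0.287, against −0.369 on average in the simulated groups (−0.621 to 0.0244). Their covariance was −0.00852, against −0.00552 simulated (−0.0122 to 0.000217). With the HFS arrays split into separate sets of 5 the correlation was −0.0964 on average (simulated 0.0228, from −0.300 to 0.495). Each of these values lay within its simulated range, so that they show no excess of opposite changes. The shared number was 0 without SD replicate 1 or SD replicate 2, fell to 37, 57, 113 and 133 without HFS replicate 7, HFS replicate 2, HFS replicate 4 and HFS+R replicate 9, and reached 359, 363, 375 and 667 without HFS replicate 10, SD replicate 3, HFS replicate 5 and SD replicate 4. The paper takes genes that moved one way with HFS and back with RSV as reciprocally regulated, and from the unlike heat maps of the comparisons (Fig. 2B) it reasons that RSV gives a transcriptional profile of its own.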

Among the 3461 genes whose expression was significantly modified under these experimental conditions, 14.1% of the transcripts (488/3461) were shared in response to HFS and HFS+R, of which 218 genes (corresponding to 44.7% of the shared transcripts) moved in the same direction by both interventions (39 and 179 genes up- and down-regulated, respectively), while 270 genes (55.3% of the shared transcripts) were reciprocally altered by HFS and HFS+R (Fig. 2G). Fig. 2H depicts graphically the enrichment of these reciprocally regulated genes associated with the HFS_SD and HFS+R_HFS pairwise comparisons. The gene encoding the metallothionein MT1H transcript, which is inducible by ROS-mediated generation of lipid peroxides [33], was the most upregulated in response to HFS compared to SD, with a Z-ratio of +10.53 (Fig. 2H). 

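MT1H, a metallothionein that binds zinc and copper, measured 7.18 ± 0.20 (SD, n = 4) in SD, 8.35 ± 0.52 (SD, n = 10) in HFS and 7.78 ± 0.74 (SD, n = 10) in HFS+R on the log2 scale. Its level was above the SD mean in 10 of 10 HFS arrays and below the HFS mean in 7 of 10 HFS+R arrays. The log2 fold change was 1.17 in HFS vs SD (SE 0.32, adjusted p = 0.189 from limma, Z ratio 10.53) and −0.58 in HFS+R vs HFS (SE 0.24, adjusted p = 0.103, Z ratio −5.14). At the study's thresholds it was called in both comparisons, and no gene so called had a larger Z ratio in HFS vs SD. Among all genes tested its Z ratio ranked number 4, and the genes ahead of it missed the other thresholds. MT1E, another metallothionein, had a log2 fold change of 0.48 in HFS vs SD (SE 0.15, adjusted p = 0.241) and MT2A of 0.36 (SE 0.20, adjusted p = 0.446), while MT1X and MT1G gave 0.03 (SE 0.17) and 0.04 (SE 0.18). MT3, the metallothionein of neurons and astrocytes, gave −0.34 (SE 0.73) and was not detected on 1 HFS+R array. Of the 6 metallothioneins measured, 0 passed limma in HFS vs SD (2 adjusted over the list alone) and 5 were above 0, with a group result just short of the threshold (camera, adjusted p = 0.0504, and adjusted p = 0.763 with an estimated correlation). In HFS+R vs HFS, 0 passed, and 0 adjusted over the list alone. Without HFS+R replicate 2 the fall of MT1H in HFS+R vs HFS passed limma (adjusted p = 0.048, from 0.048 to 0.196 over the arrays left out in turn).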

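KCNS1, a silent subunit that modifies voltage-gated potassium channels, measured 12.26 ± 0.26 (SD, n = 4) in SD, 12.73 ± 0.18 (SD, n = 10) in HFS and 12.49 ± 0.19 (SD, n = 10) in HFS+R. KCNK12, a subunit of the two-pore-domain family, measured 11.22 ± 0.29 (SD, n = 4), 11.60 ± 0.11 (SD, n = 10) and 11.12 ± 0.15 (SD, n = 10). Their log2 fold changes in HFS vs SD were 0.46 (SE 0.11, adjusted p = 0.181 from limma, Z ratio 4.17) and 0.37 (SE 0.10, adjusted p = 0.189, Z ratio 3.37), each above the SD mean in 10 of 10 HFS arrays. KCNK12 fell by 0.48 in HFS+R vs HFS (SE 0.07, adjusted p = 0.00081, Z ratio −4.25), in 10 of 10 arrays and under all 4 scalings, and KCNS1 gave −0.24 (SE 0.09, adjusted p = 0.0617, Z ratio −2.1). Of 52 measured potassium channel genes, 6 fell and 2 rose in HFS+R vs HFS (6 and 2 adjusted over the list alone). Of all 9884 genes 600 fell and 982 rose there. KCNF1, another silent subunit, fell by 0.24 (SE 0.07, adjusted p = 0.0224), and the sodium-activated channel KCNT1 fell by 0.24 (SE 0.08, adjusted p = 0.0348). The accessory subunit KCNE2 rose by 0.20 (SE 0.06, adjusted p = 0.0205). KCNMA1, the large-conductance calcium-activated channel, fell by 0.47 on its brightest probe (SE 0.11, adjusted p = 0.00675) and gave −0.04 and 0.03 on its other 2. Between HFS and SD, 0 of the 52 passed limma (2 higher adjusted over the list alone), and the list as a group passed in neither comparison (camera, adjusted p = 0.454 for HFS vs SD and 0.382 for HFS+R vs HFS). With arrays scaled by their median, 5 channels rose and 1 fell in HFS+R vs HFS, and the calls of KCNF1, KCNT1 and KCNMA1 ended (highest adjusted p over the other settings 0.818, 0.714 and 0.147). KCNE2 reached 0.142 with covariates for array SD and oligodendrocyte markers, at a log2 fold change of 0.17. Without SD replicate 4, KCNK12 passed in HFS vs SD (adjusted p = 0.0402). Without 1 of 4 arrays, KCNS1 passed in HFS+R vs HFS (lowest adjusted p = 0.0364, without HFS+R replicate 2), as it did with only the 2 groups fitted (adjusted p = 0.049). Without 1 of 10 arrays the call of KCNT1 ended (highest adjusted p = 0.0663, without HFS+R replicate 9).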

Other genes upregulated by HFS included *KCNS1* and *KCNK12*, two voltage-gated potassium channel modulatory subunits present in the brain [34, 35]. This finding is consistent with recent evidence showing that inflammation can alter expression of neuronal potassium channel subunit mRNAs [36]. 

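BBOX1, the enzyme of the last step of carnitine synthesis, measured 7.66 ± 0.11 (SD, n = 4) in SD, 7.14 ± 0.27 (SD, n = 10) in HFS and 7.54 ± 0.15 (SD, n = 10) in HFS+R. It rose by 0.39 in HFS+R vs HFS (SE 0.09, adjusted p = 0.00619 from limma, Z ratio 3.52), in 10 of 10 arrays, after a log2 fold change of −0.52 in HFS vs SD (SE 0.12, adjusted p = 0.181, Z ratio −4.67). ACSL4, which activates arachidonic acid, measured 7.08 ± 0.34 (SD, n = 4), 6.56 ± 0.50 (SD, n = 10) and 7.07 ± 0.20 (SD, n = 10). Its fold changes were −0.52 in HFS vs SD (SE 0.21, adjusted p = 0.307, Z ratio −4.65) and a rise of 0.51 in HFS+R vs HFS (SE 0.16, adjusted p = 0.0296, Z ratio 4.52). As 2 of 10 HFS arrays did not detect it, these are not exact. Of 30 measured genes of carnitine and fatty acid oxidation, 6 rose and 0 fell in HFS+R vs HFS under each of 4 scalings (6 and 0 adjusted over the list alone). They included the mitochondrial HADH (0.30, SE 0.08, adjusted p = 0.0136) and ACADM (0.29, SE 0.08, adjusted p = 0.0185) and the peroxisomal HSD17B4 (0.33, SE 0.10, adjusted p = 0.0238). Between HFS and SD, 0 of the 30 passed limma (1 lower adjusted over the list alone), and the list as a group passed in neither comparison (camera, adjusted p = 0.97 and, for HFS+R vs HFS, 0.43). PDGFRA, the receptor of oligodendrocyte precursors, gave −0.26 (SE 0.14, adjusted p = 0.457, Z ratio −2.30) and 0.09 (SE 0.11, adjusted p = 0.608, Z ratio 0.81) on its brightest probe, and Z ratios of −4.47 and 3.18 on its other probe. Of the 6 genes of Fig. 2H, 2 rose and 1 fell in HFS+R vs HFS (2 and 3 adjusted over the list alone) and 0 passed in HFS vs SD (3 higher and 2 lower adjusted over the list alone). The study chose them on these arrays, so this is not independent evidence. By Z ratio in HFS vs SD, 26 genes called at the study's thresholds lay below BBOX1, among them MAFF at −9.18 and FUT6 at −7.84. They were counted among all genes called in HFS vs SD, reciprocal or not, while Fig. 2H shows reciprocal genes. With the oligodendrocyte marker level or the array SD as a covariate the call of BBOX1 ended, at log2 fold changes of 0.23 and 0.33 (adjusted p = 0.0953 and 0.0581, from 0.00428 to 0.149 over the other settings). So did those of HADH (0.26 and 0.21) and HSD17B4 (0.24 and 0.24), while ACADM lost its call with the array SD (0.23) (highest adjusted p 0.167, 0.304 and 0.132). The call of ACSL4 ended with the array SD (log2 fold change 0.40), on its other probe (log2 fold change 0.03), and without HFS replicate 2, HFS+R replicate 3 or HFS+R replicate 8 (adjusted p = 0.0532, 0.052 and 0.0501; from 0.0205 to 0.774 over the other settings).

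**Figure D1:**
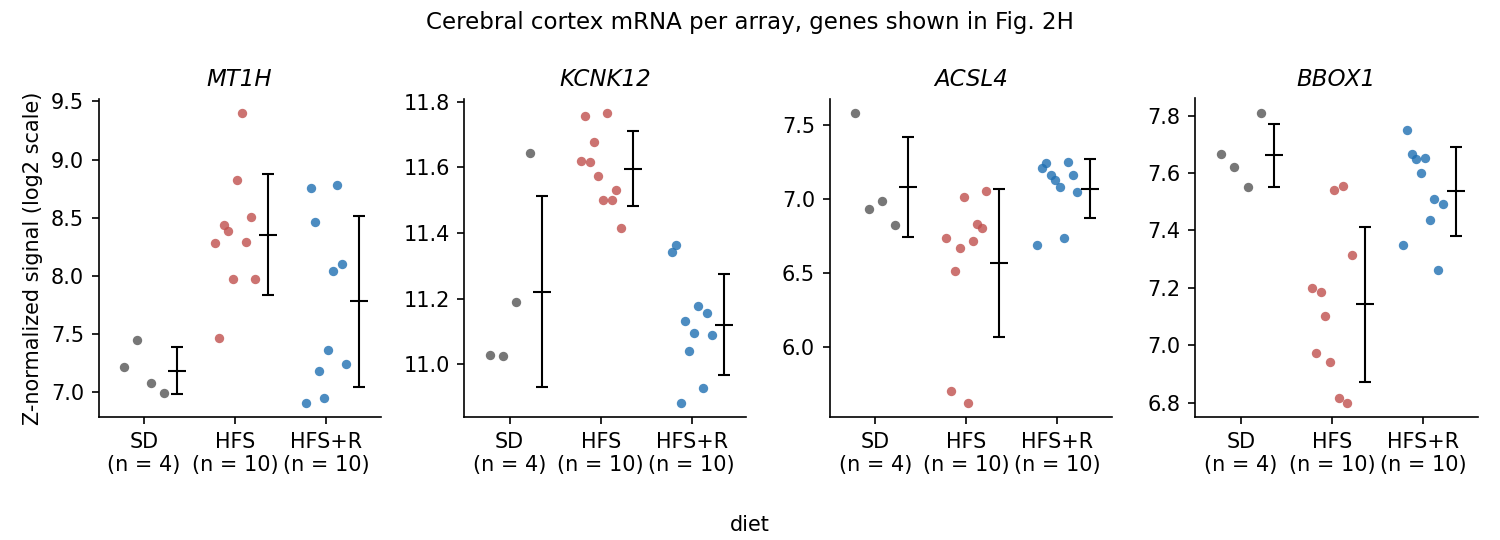
Z-normalized signal on the log2 scale (vertical axes, a separate range for each gene) of MT1H, KCNK12, ACSL4 and BBOX1 on every array, by diet (SD, n = 4; HFS, n = 10; HFS+R, n = 10). Points are arrays, and bars to their right are the mean ± SD, with KCNK12 at 11.60 ± 0.11 in HFS and 11.12 ± 0.15 in HFS+R; KCNK12, ACSL4 and BBOX1 passed limma in HFS+R vs HFS and MT1H did not.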

*BBOX1* was the most downregulated transcript in response to HFS, with a Z-ratio of −4.67, and represented one of many genes that exhibited a reciprocal pattern of expression with RSV treatment (Fig. 2H). The *BBOX1* gene encodes gamma butyrobetaine hydroxylase, an enzyme implicated in the L-carnitine biosynthetic pathway in the brain [37]. Interestingly, the maturation of *BBOX1* mRNA is nutritionally regulated to adjust L-carnitine biosynthesis to the energy supply [38]. The raw data file and the filtered, normalized results are available online in the Gene Expression Omnibus, accession number GSE70255.

**Figure 2:**
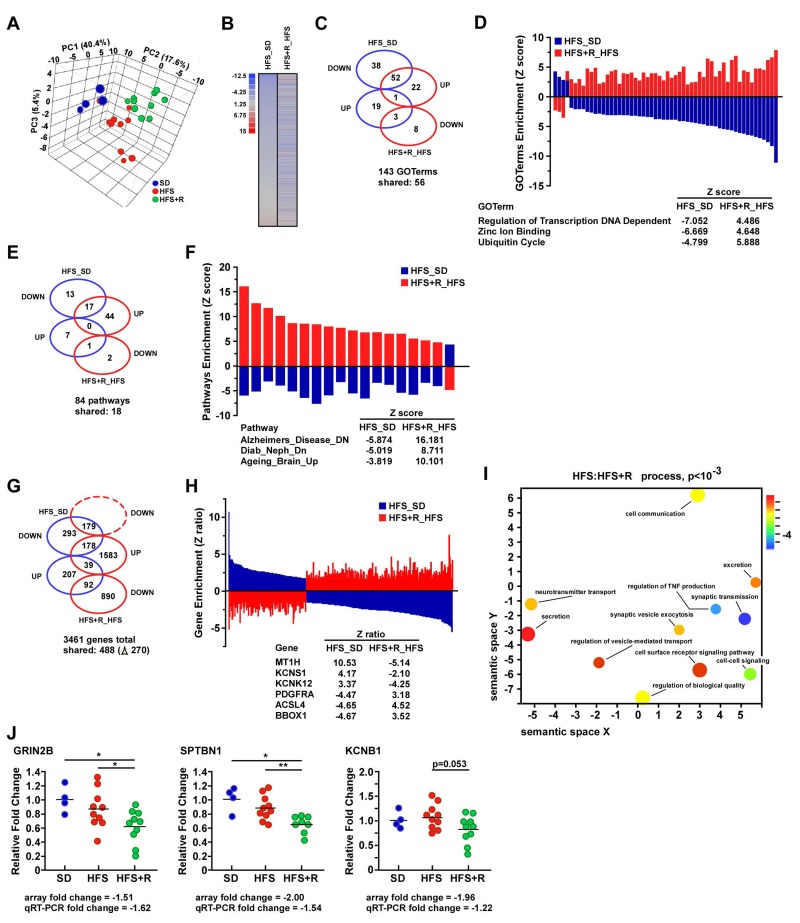
Resveratrol supplementation elicits differential gene expression profiles in the frontal cerebral cortex of HFS-fed rhesus monkeys (**A**) Visualization of the principal component analysis (PCA) performed on gene expression data sets from the brain of rhesus monkeys maintained on standard diet (SD), high-fat, high-sugar diet (HFS) and HFS supplemented with resveratrol for 2 years (HFS+R). (**B**) Heat maps representing gene expression profile comparing genes significantly up (red) and downregulated (blue) in HFS vs. SD-fed controls and HFS+R vs. HFS. (**C**) Venn diagram illustrating the number of significantly up and down regulated GO terms observed in neocortex from HFS vs. SD (blue symbols) and HFS+R vs. HFS-fed monkeys (red symbols). (**D**) Enrichment of the 56 shared GO terms visualized using a two-dimensional graphical representation of HFS vs. SD (blue bars) and HFS+R vs. HFS (red bars). A list of three shared GOTerms differentially expressed between the two pairwise comparisons is provided. (**E**) Venn diagram illustrating the number of significantly up and down regulated pathways between the two pairwise comparisons. (**F**) Enrichment of the 18 shared pathways visualized using a two-dimensional graphical representation of HFS vs. SD (blue bars) and HFS+R vs. HFS (red bars). A list of three shared pathways differentially expressed between the two pairwise comparisons is provided. (**G**) Venn diagram illustrating the number of significantly up and down regulated genes between the two pairwise comparisons. (**H**) Enrichment of the 270 shared genes visualized using a two-dimensional graphical representation of HFS vs. SD (blue bars) and HFS+R vs. HFS (red bars). A list of six shared genes differentially expressed between the two pairwise comparisons is provided. (**I**) 5170 genes from the filtered brain dataset (HFS:HFS+R comparison) were ranked according to their differential expression and given as input to GOrilla. The resulting enriched GO terms were visualized using a two-dimensional graphical representation with color coding reflecting their degree of enrichment/depletion (blue being the strongest). Additional comparisons (HFS vs. SD) on the same filtered dataset highlight the enrichment of relevant GO terms, such as “Synapse part”, “Axon part”, “Oxidation-reduction process” and “Response to axon injury”. (**J**) mRNA expression analysis in brain cortex by quantitative RT-PCR. Relative expression values were normalized to those of SD-fed control monkeys and represented as scatter plots. Although the fold changes in *GRIN2B*, *SPTBN1* and *KCNB1* expression were small [less than a 2-fold change], these were in good agreement with the quantitative RT-PCR data. SD (n=4); HFS (n=10); HFS+R (n=10). *, **, p <0.05 and 0.01, respectively.

Semantic indexing heatmap analysis [39, 40] of the monkey cortical brain microarray dataset identified enriched GO terms that were implicitly involved in inter-related functional networks associated with synaptic transmission, axon injury and oxidation-reduction processes, when comparing HFS to HFS+R cohorts (Fig. 2I). 

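Genes of transmitter release, of excitatory synapses, of the axon and of mitochondrial respiration were among those that rose and those that fell in HFS+R relative to HFS. Of all 9884 genes 982 rose and 600 fell, and whether these lists held more calls than other genes was not tested. Of 33 measured genes of synaptic vesicles and transmitter release, 4 rose and 6 fell (5 and 9 adjusted over the list alone). ATP6V1A, a subunit of the pump that acidifies vesicles, rose by 0.52 (SE 0.10, adjusted p = 0.002 from limma), while RAB3A, a GTPase of synaptic vesicles, fell by 0.44 (SE 0.09, adjusted p = 0.00419). The complexins CPLX1 and CPLX2, which clamp vesicle fusion, fell by 0.35 (SE 0.09, adjusted p = 0.00995) and 0.40 (SE 0.10, adjusted p = 0.00979). Of 34 genes of glutamate receptors and the postsynaptic density, 3 rose and 3 fell (3 and 3 adjusted over the list alone). PPP3CA, the catalytic subunit of calcineurin, rose by 0.36 (SE 0.07, adjusted p = 0.00263), and the scaffold HOMER1 by 0.43 (SE 0.11, adjusted p = 0.00939). CACNG2, which escorts AMPA receptors, fell by 0.30 (SE 0.07, adjusted p = 0.00624). Of 36 genes of the axon and neuronal cytoskeleton, 2 rose and 4 fell (2 and 4 adjusted over the list alone). SPTBN4, the spectrin of the axon initial segment and nodes of Ranvier, fell by 0.46 (SE 0.08, adjusted p = 0.00105), and the microtubule protein MAP1A fell by 0.34 (SE 0.08, adjusted p = 0.00854). CRMP1, a mediator of axon guidance, fell by 0.24 (SE 0.06, adjusted p = 0.0112), and CNTN1, an adhesion molecule of axons, rose by 0.39 (SE 0.08, adjusted p = 0.00469). Of 62 genes of oxidative phosphorylation, 6 rose and 4 fell (6 and 4 adjusted over the list alone). The complex I subunits NDUFV1 and NDUFB1 fell by 0.41 (SE 0.07, adjusted p = 0.00122) and 0.24 (SE 0.07, adjusted p = 0.0232). NDUFB5 of complex I and UQCR10 of complex III rose by 0.35 (SE 0.09, adjusted p = 0.0123) and 0.30 (SE 0.08, adjusted p = 0.0167). None of the 4 lists passed as a group (camera, adjusted p = 0.378, 0.301, 0.0809 and 0.404). Scaling by the array median left the falls of SPTBN4 and NDUFV1 and ended those of RAB3A, CPLX1, CPLX2, CACNG2, MAP1A, CRMP1 and NDUFB1. The lists then held 7 rises and 0 falls, 4 and 1, 4 and 1, and 13 and 1. Covariates for array SD or oligodendrocyte markers ended the calls of HOMER1 (log2 fold changes 0.32 and 0.39), NDUFB5 (0.21 and 0.28) and UQCR10 (0.25 and 0.25) (highest adjusted p over the other settings 0.116, 0.187 and 0.178). Other kept probes gave 0.08 and 0.05 for CPLX2 and 0.20 for CRMP1.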

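CHRNA5, a nicotinic acetylcholine receptor subunit, measured 10.73 ± 0.25 (SD, n = 4) in SD, 10.25 ± 0.34 (SD, n = 10) in HFS and 9.88 ± 0.27 (SD, n = 10) in HFS+R. GRIN2B, an NMDA receptor subunit prominent in the developing cortex, measured 7.22 ± 0.29 (SD, n = 4), 6.99 ± 0.22 (SD, n = 10) and 6.41 ± 0.28 (SD, n = 10), and was detected on all SD and HFS arrays and on 5 HFS+R arrays. GRIN2B fell by 0.57 in HFS+R vs HFS (SE 0.11, adjusted p = 0.00213 from limma), in 10 of 10 arrays and under all 4 scalings. CHRNA5 fell by 0.38 (SE 0.12, adjusted p = 0.0407), in 9 of 10. Between HFS and SD their log2 fold changes were −0.23 (SE 0.14, adjusted p = 0.496) and −0.48 (SE 0.16, adjusted p = 0.262). Leaving out any 1 of 12 arrays ended the call of CHRNA5 (adjusted p up to 0.0822, without HFS replicate 4), as did 6 of 16 other settings (adjusted p from 0.0177 to 0.428, the highest with arrays scaled by their median).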

Several genes whose transcripts have been associated with cortical development and neuronal transmission were impacted by RSV supplementation in HFS-fed monkeys, and included *CHRNA5*, *GRIN2B* and *KCNB1* [41-43]. Expression of a vital component in actin-cytoskeleton organization in axon, *SPTBN1* [44], was also affected in the HFS+R cohort. 

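SPTBN1, a spectrin of the membrane skeleton that runs along axons, measured 9.84 ± 0.20 (SD, n = 4) in SD, 9.44 ± 0.80 (SD, n = 10) in HFS and 8.66 ± 0.73 (SD, n = 10) in HFS+R on its brightest probe. The log2 fold change was −0.78 in HFS+R vs HFS (SE 0.29, adjusted p = 0.065 from limma), with 8 of 10 HFS+R arrays below the HFS mean, and −0.40 in HFS vs SD (SE 0.38, adjusted p = 0.686). SPTBN1 met the study's thresholds in HFS+R vs HFS, with a Z ratio of −6.98, and did not meet them in HFS vs SD. Its other kept probes gave log2 fold changes of −0.13 and 0.02 in HFS+R vs HFS. It passed limma without 1 of 5 arrays (HFS replicate 8, 9 or 10, or HFS+R replicate 2 or 7; adjusted p from 0.031 to 0.123 over the arrays left out in turn).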

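CST3, cystatin C, an inhibitor of cysteine proteases abundant in astrocytes and choroid plexus, measured 13.58 ± 0.23 (SD, n = 4) in SD, 13.91 ± 0.32 (SD, n = 10) in HFS and 13.58 ± 0.23 (SD, n = 10) in HFS+R. Its log2 fold change was 0.33 in HFS vs SD (SE 0.15, adjusted p = 0.362 from limma), with 8 of 10 HFS arrays above the SD mean. It fell by 0.33 in HFS+R vs HFS (SE 0.11, adjusted p = 0.0492), in 10 of 10 arrays, and HFS+R vs SD gave −0.00 (SE 0.15). The fall of CST3 ended under 11 of 16 other settings (adjusted p from 0.0334 to 0.985), with a log2 fold change of −0.10 after quantile normalization and −0.00 after scaling by the array median. It also ended without any 1 of 17 arrays (highest adjusted p = 0.0976, without HFS+R replicate 3).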

Of significance, HFS diet caused an increase in the expression of *CST3*, a transcript that correlates positively with cognitive impairment in the elderly [45], which did not occur with RSV supplementation. The expression of *GRIN2B, SPTBN1* and *KCNB1* transcripts relevant to CNS was verified by quantitative RT-PCR analysis (Fig. 2J). The validated genes belong to the following two GO classes: “Synapse part (GO:0044456)” – *GRIN2B* (glutamate receptor, ionotropic, n-methyl d-aspartate 2b) and *KCNB1* (potassium voltage-gated channel, shab-related subfamily, member 1), and “Axon part (GO:0033267)” – *SPTBN1* (spectrin, beta, non-erythrocytic 1).

Expression of *GRIN2B* and *SPTBN1* mRNA levels was significantly lower in HFS+R vs. SD and HFS groups, while the reduction in *KCNB1* mRNA did not quite reach conventional levels of statistical significance (p= 0.053). Nevertheless, the changes in the mRNA transcript levels between the microarray and quantitative RT-PCR data were identical in terms of direction and magnitude of changes (Fig. 2J).

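On the arrays, GRIN2B was lower in HFS+R than in SD by a log2 fold change of −0.81 (SE 0.14, adjusted p = 0.00128 from limma), with 10 of 10 HFS+R arrays below the SD mean. SPTBN1 gave −1.19 in HFS+R vs SD (SE 0.38, adjusted p = 0.0644), also with 10 of 10 arrays below the SD mean. On a linear scale GRIN2B was lower in HFS+R than in HFS by a fold of 1.49 and SPTBN1 by a fold of 1.72, the latter short of limma's threshold. As 5 of 10 HFS+R arrays did not detect GRIN2B, its fold is not exact. The RT-PCR measurements were not analysed here. The difference of SPTBN1 between HFS+R and SD passed under 5 of 16 other settings (adjusted p from 0.0337 to 0.216) and without HFS+R replicate 2 or 7 (adjusted p = 0.0343 and 0.0363).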

### Resveratrol supplementation improves regional brain capillary density in cerebral cortex of HFS-fed monkeys

Microscopic visualization was performed to determine the effect of diets on cerebral vasculature in rhesus monkeys. A consistent pattern of distribution was observed in the vascularization of the neocortex of SD-fed animals and, by comparison, was substantially less in HFS brain (Fig. 3A). RSV supplementation offered significant protection against the HFS-mediated loss in capillary density in the neocortex. We then investigated the expression of a series of proteins implicated in angiogenesis, including von Hippel-Lindau protein (pVHL), VEGF and endothelial nitric oxide synthase (eNOS) using Western blot analysis. *VHL* encodes the ubiquitin ligase pVHL, and HFS diet caused a significant increase in pVHL levels with concomitant reduction in the amount of VEGF protein (Fig. 3, B and C), which could explain the lower vascularization in the neocortex of HFS-fed rhesus monkeys (Fig. 3A). A trend toward reduced accumulation of pVHL without upregulation of VEGF was observed in HFS+R compared to HFS cerebral cortex extracts (Fig. 3, B and C).

**Figure 3:**
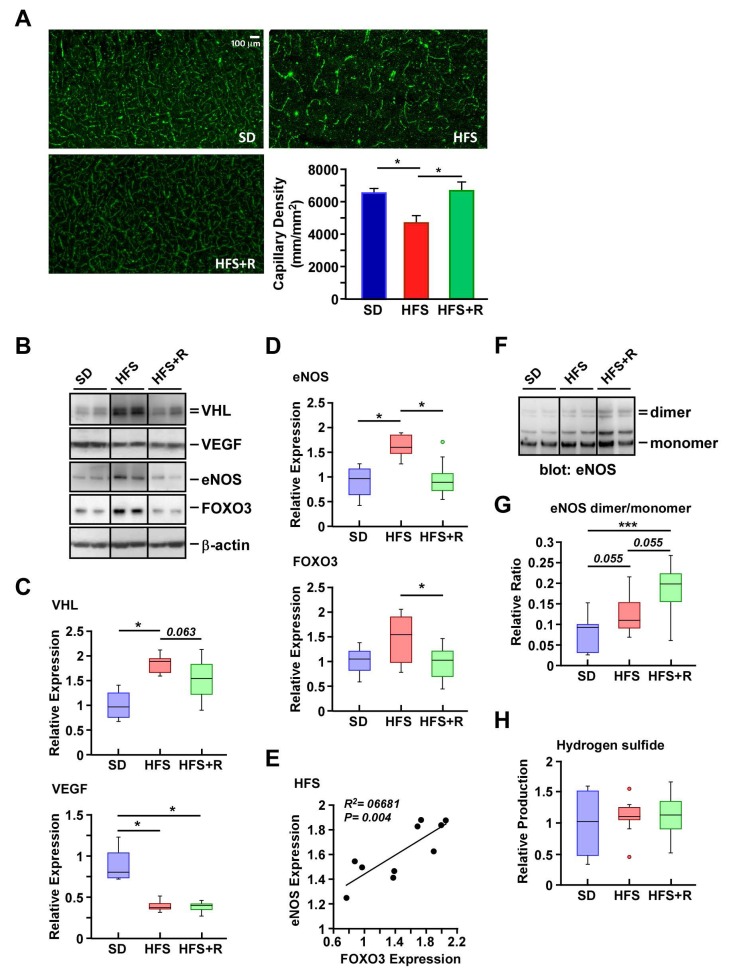
Resveratrol treatment improves capillary density in the cerebral cortex of HFS-fed rhesus monkeys (**A**) Representative images of cerebral cortical brain capillary staining, and their respective quantification. (**B**) Solubilized cerebral cortex extracts from SD-, HFS- and HFS+R-fed animals were resolved by SDS-PAGE under reducing conditions, electrotransferred onto nitrocellulose membranes and subjected to immunoblotting using the indicated primary antibodies. Representative signals associated with bands of interest are shown, including that of *b*-actin, which was used as loading control. All 24 brain samples were ran on a single gel (Fig. S1). Nitrocellulose membrane staining was also carried out with Ponceau S dye for protein detection. (**C**) Signals associated with VEGF and VHL proteins were normalized and represented as box plots. (**D**) Signals associated with eNOS and FOXO3 proteins were normalized and represented as box plots. (**E**) Scatterplot exploring the significant association between eNOS and FOXO3 protein expression with HFS feeding. (**F**) SDS-PAGE was performed at 4°C to enable the separation of eNOS dimers and monomers. Immunoblot analysis was performed using anti-eNOS antibody. (**G**) Ratios of dimeric and monomeric eNOS species were calculated and represented as box plots. (**H**) Measurement of H2S levels in monkey brain homogenates. SD (n=4); HFS (n=10); HFS+R (n=10). *, p < 0.05.

Cerebral blood flow requires the generation of nitric oxide and eNOS-derived nitric oxide appears to exhibit neuroprotection under physiological conditions (review, see Ref. [46]). Some stimuli trigger the production of superoxide instead of nitric oxide through increased monomerization of eNOS and alteration in its enzymatic function. This phenomenon, termed eNOS uncoupling, exacerbates oxidative stress and the depletion of nitric oxide, together with neuronal apoptosis and ROS release after brain injury [47]. We therefore examined whether the abundance and/or monomer-dimer equilibrium of eNOS would be impacted by dietary stress. There was a significant increase in the amount of eNOS protein with a trend toward higher expression of its transcriptional activator FOXO3 in response to HFS as compared to SD-fed controls (Fig. 3, B and D). A positive linear relationship between eNOS levels and FOXO3 expression was established in the HFS cohort (p < 0004; Fig. 3E), and this correlated well with a deficit in brain capillary density. Diet supplementation with RSV significantly reversed the HFS-mediated increase in the steady-state levels of FOXO3 and eNOS proteins (Fig. 3, B and D). Despite the fact that eNOS expression was actually increased by HFS, the eNOS dimer/monomer ratio was comparable to that of SD-fed controls while RSV treatment caused a significant elevation in the ratio (p<0.001, Fig. 3, F and G). Because the dimeric eNOS is the only form of the enzyme that produces nitric oxide [48], these results are consistent with improved cerebral blood flow in the presence of increased capillary density due to RSV supplementation.

The endogenous level of hydrogen sulfide (H2S) dilates cerebral vessels by activating smooth muscle cell plasma membrane ATP-sensitive K^+^ channels. It also increases eNOS activity by promoting the formation of eNOS dimers [49]. Here, large intra-individual variations in H2S levels in SD, HFS and HFS+R groups were observed (Fig. 3H), making it impossible to determine whether the RSV-mediated protection in cerebral vasculature of HFS-fed rhesus monkeys stemmed from increases in H2S tissue concentration in the brain.

### Resveratrol supplementation and inflammatory state in the cerebral cortex of HFS-fed monkeys

There was no significant difference in the number of cells positive for the microglial marker Iba1^+^ among the groups (Fig. 4A). Despite the low sample size in the SD group, evidence was provided for higher levels of IL-6 in CSF after HFS feeding (p = 0.0424, Fig. 4B) and for the lack of difference between the HFS and HFS+R groups. Additionally, the increased ratio of phospho-active to total form of NF-κB p65Rel in response to HFS vs. SD was not conclusive (Fig. 4, C and D), and neither was the difference in the activation state of p65Rel between the HFS+R group and HFS (p = 0.057, Fig. 4, A and D).

**Figure 4:**
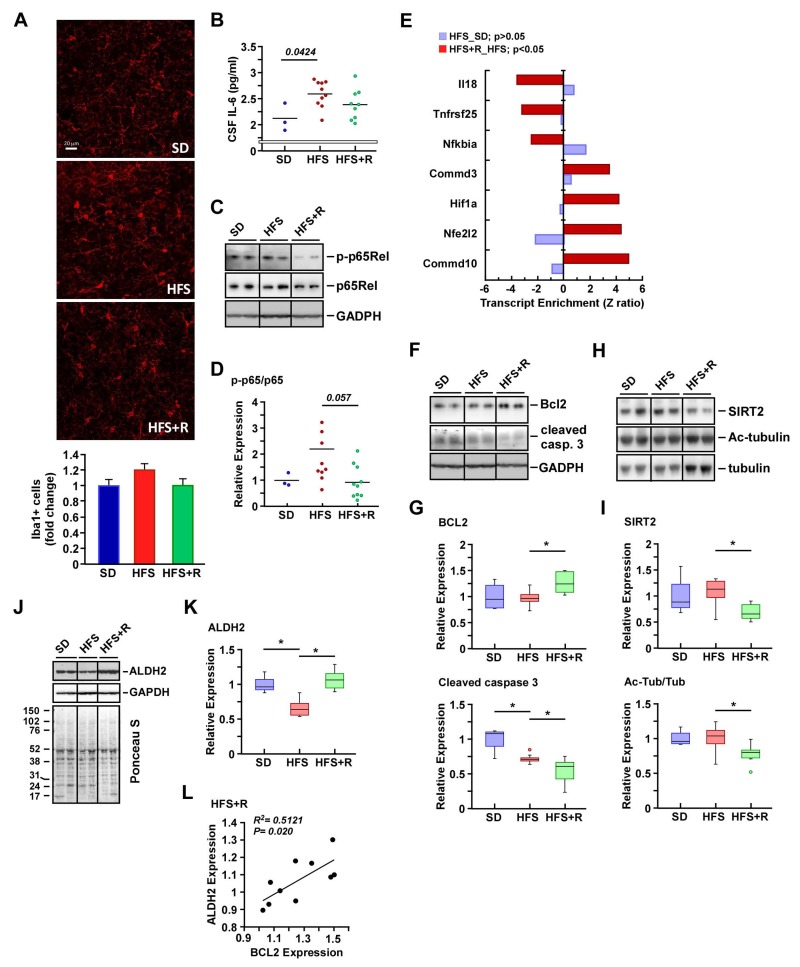
Effects of resveratrol on neuroinflammation in the cerebral cortex of HFS-fed rhesus monkeys (**A**) Representative images of Iba1-positive cells in cerebral cortical brain sections (original magnification: 40x), and their respective quantification. (**B**) IL-6 levels in CSF. (**C-K)** Solubilized cerebral cortex extracts from SD-, HFS- and HFS+R-fed animals were resolved by SDS-PAGE under reducing conditions, electrotransferred onto nitrocellulose membranes and subjected to immunoblotting. All 24 brain samples were ran on a single gel (Fig. S1). (**C**) Representative signals associated with phosphorylated and total forms of p65Rel and that of GAPDH, which was used as loading control. (**D**) The ratios of phosphorylated/total p65Rel proteins are represented as scatter plots. (**E**) Enrichment of a select group of transcripts implicated in NF-κB signaling both in HFS vs. SD and HFS+R vs. HFS pairwise comparisons. (**F**) Representative signals associated with BCL2 and cleaved caspase 3, and that of GAPDH, which was used as loading control. (**G**) Signals associated with BCL2 and cleaved caspase 3 proteins were normalized and represented as box plots. (**H**) Representative immunoblot analysis for SIRT2, acetylated tubulin, and total tubulin levels. (**I**) Signals associated with bands of interest were normalized to Ponceau S staining and represented as box plots. (**J**) Representative signals associated with ALDH2 and GAPDH, the latter being used as loading control. Membrane staining was also carried out with Ponceau S dye for protein detection. The migration of molecular-mass markers (values in kilodaltons) is shown on the left of the stained membrane. (**K**) Signal associated with ALDH2 was normalized to GAPDH and represented as box plots. (**L**) Scatterplot exploring the significant association between ALDH2 and BCL2 protein expression with HFS+R feeding. SD (n=4); HFS (n=10); HFS+R (n=10). *, p < 0.05.

A critical mechanism of transcriptional suppression of NF-κB involves the copper metabolism MURR1 domain containing (COMMD) proteins through promotion of the ubiquitination and degradation of NF-κB subunits [50]. Further analysis of the microarray dataset revealed a significant increase in COMMD10 and COMMD3 transcripts with a concomitant reduction of transcripts corresponding to known NF-κB targets, such as NFKBIA, TNFRSF25 and IL18, in the cerebral cortex of HFS+R versus HFS-fed animals (Fig. 4E). 

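COMMD10, a subunit of the complex that sorts cargo from endosomes and a partner of NF-κB, measured 7.72 ± 0.17 (SD, n = 4) in SD, 7.63 ± 0.25 (SD, n = 10) in HFS and 8.18 ± 0.18 (SD, n = 10) in HFS+R. It rose by 0.56 in HFS+R vs HFS (SE 0.09, adjusted p = 0.00105 from limma). COMMD3, of the same family, rose by 0.39 (SE 0.11, adjusted p = 0.0165). Both lay above the HFS mean in 10 of 10 HFS+R arrays, and 2 of the 6 measured COMMD genes rose and 0 fell under each of 4 scalings (2 and 0 adjusted over the list alone; camera, adjusted p = 0.526). IL18, an interleukin released by inflammasomes, fell by 0.39 (SE 0.10, adjusted p = 0.0106), in 10 of 10 arrays, and NFKBIA, the inhibitor that NF-κB induces, fell by 0.28 (SE 0.09, adjusted p = 0.0411), in 9 of 10. HIF1A, the hypoxia-inducible factor, rose by 0.47 (SE 0.11, adjusted p = 0.00619), and NFE2L2, which encodes NRF2, rose by 0.49 (SE 0.10, adjusted p = 0.00336). TNFRSF25 was not tested, as its 1 listed probe was detected on no array. Of the 6 genes of this panel that were tested, 4 rose and 2 fell (4 and 2 adjusted over the list alone). The study chose them on these arrays, so this is not independent evidence. As a group they passed fry (adjusted p = 0.0207) and not camera (adjusted p = 0.311). None of them passed between HFS and SD, with log2 fold changes of −0.10 for COMMD10 (SE 0.12), 0.06 for COMMD3 (SE 0.14), 0.09 for IL18 (SE 0.13) and 0.19 for NFKBIA (SE 0.12), and 1 COMMD gene was higher adjusted over the list alone. Scaling by the array median ended the falls of IL18 (log2 fold change −0.10; adjusted p from 0.00345 to 0.448 over the other settings) and NFKBIA (−0.04; from 0.0152 to 0.852). Quantile normalization and neqc also ended that of NFKBIA, as did leaving out any 1 of 12 arrays (highest adjusted p = 0.072, without HFS replicate 7). COMMD3 lost its call with the array SD or the oligodendrocyte marker level as a covariate, at log2 fold changes of 0.32 and 0.40 (adjusted p = 0.115 and 0.0539, from 0.00433 to 0.115 over the other settings).

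**Figure D2:**
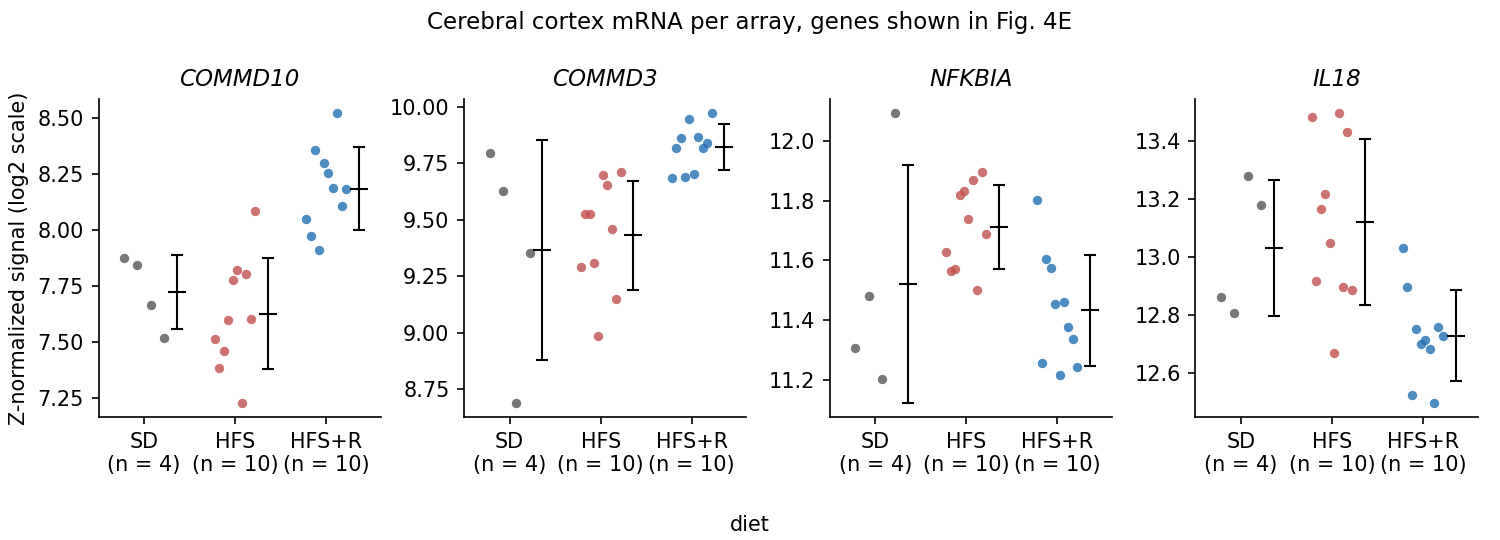
Z-normalized signal on the log2 scale (vertical axes, a separate range for each gene) of COMMD10, COMMD3, NFKBIA and IL18 on every array, by diet (SD, n = 4; HFS, n = 10; HFS+R, n = 10). Points are arrays, and bars to their right are the mean ± SD, with COMMD10 at 7.63 ± 0.25 in HFS and 8.18 ± 0.18 in HFS+R; the lower NFKBIA and IL18 of HFS+R did not pass with arrays scaled by their median.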

The BCL2 family of genes is transcriptionally regulated by NF-κB in the brain [51], and we demonstrated here that diet supplementation with RSV significantly increased the expression of the antiapoptotic protein BCL2 with marked reduction in the active (cleaved) form of caspase 3 as compared to HFS (Fig. 4, F and G). Low caspase 3 cleavage was also observed in the HFS group as compared to SD.

Various members of the sirtuin class of NAD(+)-dependent, protein deacetylase family have been found to be involved in processes related to the regulation of inflammation and neurobiology. Whilst SIRT1 has been by far the most extensively studied sirtuin, there has been recent interest in cytoplasmic SIRT2, particularly due to its abundance in the CNS and its expression increasing with age [52]. SIRT2 plays an important role for neurocognitive ability in adult, middle-aged mice and few studies have demonstrated that inhibition of SIRT2 reduces the aggregation of α-synuclein via modulation of tubulin activity to mitigate Parkinson's toxicity [53, 54]. Because high-fat diet is a known inducer of NF-κB-mediated neuroinflammation in cerebral cortex [55], we examined whether RSV contributes to the regulation of cerebral expression of SIRT2 and its activity as a bona fide α-tubulin deacetylase [56] in response to HFS. Immunoblotting revealed significant reduction in SIRT2 protein levels caused by RSV supplementation (Fig. 4H and I upper panel, Supplemental Fig. 1). The decrease in SIRT2 levels was accompanied by higher expression of α-tubulin, which, in turn, led to a significant reduction in the acetylated/total tubulin ratio in the HFS+R cohort compared to the HFS group (Fig. 4H and I lower panel, Supplemental Fig. 1).

Mitochondrial aldehyde dehydrogenase (ALDH2) is implicated in the metabolism and inactivation of reactive aldehydes, which represent major end products of lipid peroxidation and contributing factors in diet-induced neuronal oxidative stress. An association has been reported between brain ALDH2 levels and protection against ischemic stroke [57]. Moreover, mice lacking ALDH2 exhibit endothelial dysfunction, age-related cognitive impairment and Alzheimer's disease [58]. We therefore measured the abundance of ALDH2 protein in the cerebral cortex of HFS-fed rhesus monkeys and found a significant reduction in its expression level (Fig. 4J and K, Supplemental Fig. 1). RSV supplementation helped preserve the amount of ALDH2 despite HFS-mediated oxidative stress, which may indicate substantial protection against neocortex damage. Consistent with this, a positive linear relationship between ALDH2 levels and expression of the anti-apoptotic BCL2 protein was established in the HFS+R cohort (Fig. 4L). Taken together, the results indicate that RSV supplementation may overcome HFS-induced cerebrovascular dysfunction and neuroinflam-mation by preventing the destabilization of ALDH2.

## DISCUSSION

The ability of RSV supplementation to promote a shift away from diet-induced brain inflammation towards increase in neuronal health in a nonhuman primate model of obesity highlights important implications for future translational studies aimed at the prevention of neuronal damage and brain dysfunction. The fact that RSV can exert neuroprotective effect in various animal models under high-caloric conditions is already established; however, our observations in Rhesus monkeys represent an unique opportunity to validate these emerging concepts and for a period far longer than any clinical trials to date.

Our study on the long-term effect of RSV supplementation in metabolically impaired monkeys was initiated several years ago and has led to a number of significant observations including the decline in arterial wall stiffening and inflammation [32], lower pancreatic islet β-cell dedifferentiation [30] and improved insulin signaling in adipose tissue [31]. Here, we show that the CSF levels of IL-6 were significantly higher in HFS monkeys than in the SD group together with reduction in brain capillary density and amount of ALDH2 in the cerebral cortex. The gene profiling in the cerebral cortex of the HFS group resembled that previously described for physical trauma brain injury (TBI) in mice [59], with the most striking changes involving the regulation of functional pathways, notably “*StemCell Embryonic Up*”, “*StemCell Neural Up*”, “*Alzheimer's Disease Up*” and “*Alzheimer's Disease Dn*”. RSV was readily detected in CSF samples from the HFS+R group, along with the recovery of brain capillary density and protection against HFS-induced alteration in NF-κB transcriptional activity.

HFS is associated with alterations in cerebral vasculature, and consumption of RSV ameliorates endothelial hyperpermeability in HFS-fed rats partly via eNOS regulation [60]. We showed that the dysfunction of eNOS through homodimeric uncoupling provided a mechanism for diet-induced brain insult. Importantly, eNOS dimer stabilization was observed in the cerebral cortex of the HFS+R group vs HFS, and RSV supplementation was found to attenuate HFS-mediated induction of eNOS protein and its transcriptional activator FOXO3. The higher levels of eNOS in the HFS group may be an attempt in trying to improve blood flow in the presence of low capillary density due to HFS. Notable are the studies in which H2S was reported to affect eNOS function while playing a cardinal role in the protection of neurons from secondary injury by functioning as an anti-oxidant and anti-inflammatory mediator (reviewed in Ref. [61]). We could not demonstrate the contribution of H2S in modulating eNOS dimer/monomer ratio and/or activity due to large intra-individual variations among the groups. Similar to the protective effects of RSV in the monkey central arterial wall [32], RSV may potentially reduce the HFS-induced cerebrovascular inflammation by limiting transport of circulating cytokines across the blood-brain barrier, lending credence to the report of Chang et al. [62], who showed that high-fat diet supplementation with RSV for 8 weeks significantly reduced the disruption of the blood-brain barrier while protecting brain neurons in the mice from apoptotic insults. Based upon these results, it would have been interesting to perform a long-term dietary stress first and then initiate RSV supplementation in order to restore the cortical brain capillary density and protect against neuronal brain insults.

Administration of RSV has been found to greatly attenuate global cerebral ischemia by reducing levels of pro-inflammatory cytokines and promoting a reduction in associated plaque formation in the rat brain [63]. In addition, the ability of RSV to acutely inhibit microglial activation is consistent with its anti-inflammatory activity against various neurological disorders in experimental mouse models [64] and in a mouse model of physical TBI [65]. Here, RSV consumption had only minimal impact on both the activation of macrophage/microglial cell population and the steady state levels of active NF-κB p65 subunit when compared to the HFS group. In contrast, there was significant difference in the expression of genes involved in the inflammatory process between the HFS and HFS+R groups, with the RSV-treated group exhibiting anti-inflammatory protection. 

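Among 23 measured NF-κB targets and genes of inflammation, 0 rose and 2 fell in HFS+R vs HFS, namely IL18 and NFKBIA (0 and 4 adjusted over the list alone). The next were IL10, an anti-inflammatory cytokine, at −0.30 (SE 0.11, adjusted p = 0.0505 from limma), and the chemokine CCL5 at −0.18 (SE 0.06, adjusted p = 0.0517). Markers of microglia, the resident immune cells of the brain, gave no difference, with 0 of 11 called and AIF1, which encodes Iba1, at 0.01 (SE 0.08). Their mean level differed by 0.0567 SD between HFS+R and HFS (permutation test, p = 0.849), with 6 of 10 HFS+R arrays above the HFS mean. The inflammation list as a group passed in neither HFS+R vs HFS (camera, adjusted p = 0.382) nor HFS vs SD (adjusted p = 0.97), where 0 genes passed limma and 0 adjusted over the list alone. IL6 was not tested, since its 1 listed probe was not detected on enough arrays. With arrays scaled by their median, 0 genes of the inflammation list were called in HFS+R vs HFS. IL10 passed under 5 of 16 other settings (adjusted p from 0.0238 to 0.817) and without 1 of 8 arrays (lowest 0.0186, without HFS replicate 6). CCL5 passed under 6 of 16 (from 0.0164 to 0.272) and without 1 of 7 (lowest 0.0345, without HFS replicate 6).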

The deacetylase SIRT1 is a putative target of RSV action, and significant increase in *Commd* expression has been reported in the muscle of mice treated with the small SIRT1 activator, SRT2104, which was accompanied by SIRT1-mediated inhibition in NF-κB transcriptional activity [66]. Our results indicated that the SIRT1 content in the monkey cerebral cortex was comparable among the three experimental groups (data not shown), although acetylation levels of protein targets of SIRT1 may have been impacted. Nevertheless, we focused our attention toward SIRT2. SIRT2 functions as the predominant microtubule deacetylase in mature mouse cortical neurons, and impairment in tubulin acetylation/deacetylation activity has been associated with neuropathological features [67, 68]. The localization of SIRT2 along the microtubule network and the previous observation that regulation of neuronal morphology depends on the ability of microtubules to mediate intracellular transport and control local signaling events led us to the discovery of a significant reduction in SIRT2 protein expression in response to RSV supplementation. Unexpectedly, a decrease in the acetylated/total α-tubulin ratio through induction in α-tubulin levels was observed, which suggested to us that other tubulin deacetylases such as HDAC6 [69] were refractory to RSV treatment. SIRT1 protein contains no significant tubulin deacetylase activity (see Fig. 3C in [56]). Limited studies in mice using genetic and pharmacological approaches to disrupt SIRT2 expression and/or activity have generated divergent outcome [70, 71]. Genetic knockout of SIRT2 in a Huntington's disease mouse model showed no improvement in tubulin acetylation and the progression of neurological pathologies [70], whereas treatment with a SIRT2 inhibitor for up to 14 weeks confers neuroprotection against Huntington's related toxicity [71]. In our study, the benefits of treating HFS-fed monkeys with RSV for 2 years have been achieved through partial depletion of SIRT2 protein levels and improved neuroinflammation even though the identity of the molecular targets of RSV remain unknown.

The microarray experiment has identified a number of genes that were impacted by RSV supplementation such as voltage-gated potassium channel modulatory subunits, the glutamate receptor and axonal spectrin. Additionally, gene sets related to oxidative stress and activation of NF-κB target genes were found to be downregulated in the HFS+R group as compared to HFS. It is interesting that chronic *in vivo* NFAT-dependent transcription leads to pathological formation of neurofibrillary tangles in a mouse model of Alzheimer's disease, which can be attenuated by polyphenols [**72**]. Moreover, RSV supplementation prevents pathological cardiac hypertrophy by inhibiting the transcription factor NFAT [73]. It remains to be established whether NFAT activation occurs in cerebral cortex of HFS-fed monkeys and returns to basal steady state levels following diet supplementation with RSV.

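Of 33 measured antioxidant and NRF2 genes, 6 rose and 3 fell in HFS+R vs HFS (6 and 6 adjusted over the list alone). PRDX3, the peroxiredoxin of mitochondria, rose by 0.39 (SE 0.08, adjusted p = 0.00255 from limma), in 10 of 10 arrays, with NFE2L2 among the other genes that rose. GPX4, which removes lipid peroxides, went from 11.42 ± 0.16 (SD, n = 4) in SD and 11.74 ± 0.21 (SD, n = 10) in HFS to 11.37 ± 0.14 (SD, n = 10) in HFS+R, where it fell by 0.37 (SE 0.08, adjusted p = 0.00419). GSTP1, a glutathione transferase, fell by 0.29 (SE 0.08, adjusted p = 0.02). Between HFS and SD, 0 genes of the antioxidant list passed limma (0 adjusted over the list alone), and GPX4 gave a log2 fold change of 0.32 (SE 0.10, adjusted p = 0.247). As a group the list passed in neither HFS+R vs HFS (camera, adjusted p = 0.97) nor HFS vs SD (adjusted p = 0.0903). With arrays scaled by their median, 7 genes of the list rose and 0 fell, and the falls of GPX4 and GSTP1 ended (adjusted p from 0.00275 to 0.379 and from 0.0154 to 0.828 over the other settings). The rise of PRDX3 passed under all 4 scalings. The study's own gene sets for oxidative stress were not used here.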

Protection against progressive apoptotic cell death is a desirable feature when considering the impact of long-term dietary stress. The increase in inflammation and vascular dysfunction that results from obesity and metabolic disorders led us to examine the expression of apoptosis markers in monkey cerebral cortex. As expected, a clear effect on BCL2 levels and amount of active caspase 3 was observed in the HFS+R group as compared to HFS, thus providing evidence of the anti-apoptotic role of RSV against HFS-induced apoptosis. Though there was less active caspase 3 in cerebral cortex of the HFS group as compared to SD, BCL2 was expressed at similar levels between the two groups, indicating that the 2-year regimen with HFS may not have been sufficient to promote overt neuro-inflammation and apoptosis-related events. Alternatively, the indicated difference in active caspase 3 levels between the SD and HFS groups may not be conclusive due to low SD sample size. ALDH2 expression was significantly reduced by HFS, but normalized with RSV supplementation in parallel with the increase in BCL2 levels, and this can explain the compensatory changes to defend the brain against diet-induced oxidative damage leading to neuronal apoptosis.

When combined with the observation that a 6-month diet supplementation with RSV improves memory in overweight older individuals [20], it appears likely that attenuation of diet-induced neuroinflammation by brain resident cells, e.g., activated microglia and astrocytes, and perivascular macrophages may provide some of the cognitive benefits of RSV. A 52-week administration of 1000 mg RSV twice daily in individuals with Alzheimer's disease has been found to be well tolerated and resulted in changes in the trajectory of some biomarkers compared to placebo [74].

Altogether the present work outlines the preclinical efficacy of RSV supplementation in the prevention or delay of cerebral vascular dysfunction induced by dietary stress in rhesus monkeys, a highly relevant model of human health and disease. These findings add to an expending literature investigating the benefits of RSV in combatting various ailments [5].

## METHODS

### Animals and diets

Twenty-four adult (7-13 year old) male rhesus monkeys (*Macaca mulatta*) were housed at the NIH Animal Center. Animals were housed individually in standard nonhuman primate caging, in a temperature-regulated room (25 ± 1°C), humidity at 60 ± 20%, on a 12h light/12h dark cycle (lights on from 6:00 to 18:00) with *ad libitum* access to drinking water. All monkeys had extensive visual, auditory, and olfactory but limited tactile contact with monkeys housed in the same room. Monkeys were monitored minimally 3 times daily by trained animal-care staff. All procedures and animal care were conducted in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals in an AALAC-accredited facility.

During baseline assessment, all monkeys were maintained on standard NIH monkey chow (Purina Mills). After baseline assessment, monkeys were quasi-randomized to one of three dietary regimens such that average age and bodyweight did not differ significantly between groups: control diet group fed a healthy standard diet (SD) with 13% kcal in fat and less than 5% sucrose by weight, high fat and sugar diet (HFS) group fed with 42% kcal in fat and 27% sucrose by weight (Harlan, Teklad, Indianapolis, IN, USA), and HFS + RSV (HFS+R) group fed with the same HFS diet plus a flavored primate treat (BioServ, Flemington, NJ, USA) containing 40 mg RSV (DSM Nutritional Products, Parsippany, NJ, USA) twice daily for one year. For the second year of the study, the RSV dose was increased to 240 mg twice a day to raise plasma RSV levels at 27.7 ± 8.6 ng/ml (29). No adverse effects to the RSV were evident. Monkeys in non-RSV groups received placebo treats. The RSV dose (240 mg) was derived from the protective dose reported in mice (22 mg/kg) [75] and adjusted by allometric scaling to an average monkey body weight of 12.1 kg.

All groups received 2 meals per day in allotments that represent *ad libitum* feeding. The HFS diet was formulated to cause weight gain and symptoms of metabolic syndrome, such as increased abdominal circumference, higher serum insulin levels after an intravenous glucose challenge, higher LDL-cholesterol but lower HDL-cholesterol levels compared to baseline levels, as well as lower insulin sensitivity after 24 months on a HFS diet [30, 31].

### Tissue sample collection, brain sectioning and immunofluorescence

At the end of the two-year dietary treatment period, monkeys were anesthetized with ketamine (7-10 mg/kg, IM). Following collection of blood and cerebrospinal fluid (CSF), animals were euthanized by an overdose of pentobarbital (50 mg/kg) and perfused with cold lactated Ringer's solution. Brain and various other organs and tissues were harvested immediately and either frozen at −80°C or fixed for further analyses. All experimental procedures were approved by the Animal Care and Use Committee of the NIA Intramural Program. The final protocol number for this project was #379-LEG-2010.

Brains were cut into 8 × 1-cm thick coronal blocks using a brain matrix. Each block was then cut sagittally along the midline. The entire left side of the brain was placed in 4% paraformaldehyde. Twenty-four to forty-eight hours after placement in paraformaldehyde, left hemispheres were cryoprotected in 20% sucrose solution for one week, then frozen in Cryo-Gel (Electron Microscopy Sciences, Hatfield, PA, USA) for sectioning. Coronal sections of 70 μm were cut through the cortex blocks and stored free-floating in cryopreservative solution (25% glycerol, 25% ethylene glycol, 25% 0.2 M phosphate buffer, 25% water) at −20°C. After washing, sections were treated with Proteinase K solution for antigen retrieval and were then treated with 1% of sodium-borohydride solution. Brain sections were blocked in 5% BSA/TBS (supplemented with 0.5% Triton X-100, 0.3 M glycine and 1% fish gelatin) and then immunostained with mouse anti-CD31 (Abcam, Cambridge, MA, USA) and rabbit anti-Iba1 (Wako, Richmond, VA, USA) antibodies at 4°C. After extensive washing, brain sections were labeled with donkey anti-mouse IgG, Alexa Fluor 488 and donkey anti-rabbit IgG, Alexa Fluor 568 both from Life Technologies (Grand Island, NY, USA), and then counterstained with 4′,6-diamidino-2-phenylindole. The mounted slides were imaged by both fluorescence microscopy and on a Leica confocal microscope using 20x and 40x objectives.

Capillary density in the cortex was quantified as the length of blood vessels <10 μm in diameter per volume of tissue using ImageJ software (NIH, Bethesda, MD, USA). The total length of capillaries was divided by the cortex area to obtain capillary density (length per area of tissue). Immunofluorescence labeling for Iba1 was used to identify microglia in the brain. The relative number of Iba1-positive microglia per region of interest in the cortex was calculated. The areas were analyzed using the area measurement tool of the MetaMorph software (version 7.7.9.0). In each animal, four randomly selected fields from the cortex were analyzed in six nonadjacent sections for both staining. The experimenter was blinded to the groups and animal treatments throughout the analysis.

### RNA extraction, cDNA synthesis, and quantitative PCR

Total RNA was extracted from frozen monkey temporal neocortex and purified using RNeasy Mini Kit (Qiagen, Valencia, CA, USA). A total of 0.5-1 μg total RNA was converted into first-strand cDNA using the High-Capacity cDNA reverse transcription kit with random hexamers, according to the manufacturer's instructions (Applied Biosystems, Foster City, CA, USA). SYBR Green PCR Master Mix (Applied Biosystems) was used for quantitative PCR reactions, and samples were analyzed on the 7500 Real-Time PCR System (Applied Biosystems). Oligonucleotide sequences were as follows:

GRIN2B (XM_001088140.2), 5′-CCCAGATCCT CGATTTCATT-3′ and 5′- GCCAAACTGGAAGAA CATGG-3′;
SPTBN1 (NM_001266968.1), 5′- CCTCTGATCGCA AAGCCAAGAC-3′ and 5′- CCACTCGTGTTTCCGA TTGAG-3′;
KCNB1 (NM_001265653.1), 5′-ACCGAATCCAACA AGAGCGT-3′ and 5′-TGCAAGCTTAAGGAT GCGGA-3′;
glyceraldehyde phosphate dehydrogenase (GAPDH, NM_001195426.1), 5′-TGAAGCAGGCGTCGGAGG G-3′ and 5′-CGAAGGTGGAAGAGTGGGTG-3′.

Rhesus monkey PCR primer pairs were purchased from Integrated DNA Technologies, Inc. (Coralville, IA, USA). Fidelity of the PCR reactions was determined by melting temperature analysis. All samples were run in triplicate for each gene. The relative gene expression was calculated using the ∆∆CT method normalized to the housekeeping gene GAPDH, whose expression remained constant in all experimental conditions.

### cDNA microarray analysis

RNA was isolated from rhesus monkey temporal neocortex at 24-months of dietary intervention using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and further purified using RNeasy mini columns (Qiagen). RNA was processed, labeled and hybridized to Illumina HumanHT-12 V4.0 expression beadchip using standard Illumina protocols. Raw data were subjected to Z normalization; individual genes with Z ratio > 1.5 in both directions, *P* value < 0.05, and false discovery rate > 0.3 were considered significantly changed. The number of samples for each group was: SD =4, HFS =10, and HFS+R =10. Our expression data was tested for gene set enrichment using the parametric analysis of gene set enrichment (PAGE) method [76]. For each Z (pathway), a *P* value was also computed in JMP 6.0 to test for the significance of the Z score obtained. These tools are part of DIANE 6.0 and are available at http://www.grc.nia.nih.gov/branches/rrb/dna/diane_software.pdf.

### Protein extraction, gel electrophoresis and Western blotting

Frozen brain cortical tissues were homogenized in ice-cold lysis buffer [31], and clarified lysates were processed for SDS-polyacrylamide gel electrophoresis under reducing conditions with proteins transferred to nitrocellulose membranes. The membranes were routinely stained with the Ponceau S dye (Sigma-Aldrich, St-Louis, MO, USA) for the rapid and reversible detection of protein bands. Protein expression was detected using specific primary antibodies. Antibodies raised against Bcl2, cleaved caspase 3, FOXO3a, pVHL, acetyl-α-tubulin and phospho-p65Rel (Ser 536) were purchased from Cell Signaling Technology. (Danvers, MA, USA); NF-κB from Epitomics (Burlingame, CA, USA); eNOS from BD Biosciences (Franklin Lakes, NJ, USA); VEGF, ALDH2, SIRT2, β-actin, GAPDH and α-tubulin from Abcam; and HIF-1α from Cayman Chemicals (Ann Arbor, MI, USA). All antibodies were detected with horseradish peroxidase-conjugated secondary antibodies (Santa Cruz Biotechnology, Dallas, TX, USA) and visualized by enhanced chemiluminescence (GE Healthcare, Piscataway, NJ, USA). Quantitation of the protein bands was performed by volume densitometry using ImageJ software.

### Determination of dimeric and monomeric forms of eNOS

eNOS dimeric and monomeric species were separated, using low-temperature SDS–PAGE under reducing conditions followed by Western blot analysis, as described previously [**77**]. In brief, brain cortical samples were not heated and the temperature of the gel was maintained at 4°C during electrophoresis, which enabled the detection of the dimeric and monomeric forms of eNOS protein by immunoblotting.

### Hydrogen sulfide measurement

Hydrogen sulfide production was determined in protein lysates from cerebral cortex following the method described by Hine et al. [78]. In brief, brain tissues were homogenized in passive lysis buffer (Promega, Madison, WI, USA) followed by several rounds of flash freezing/thawing. After normalization for protein content with the bicinchoninic acid assay (Thermo Scientific Pierce, Rockford, IL, USA), 125 mg of lysates was added to a final reaction in 96-well format containing 10 mM cysteine and 1 mM pyridoxal 5′-phosphate. Pieces of lead acetate paper (15×10 cm) were made by soaking VWR^®^ grade 703 blotting paper (VWR International, Radnor, PA, USA) in 20 mM lead acetate (Sigma-Aldrich) and then vacuum drying, followed by their positioning over the 96-well dish and incubation for 18 h at 37°C until lead sulfide was detected but not saturated. Quantification was performed by volume densitometry using ImageJ software.

### Determination of IL-6 and RSV levels in CSF

IL-6 levels in CSF were determined using a specific monkey ELISA kit, according to the manufacturer's instructions (Invitrogen). The extraction of RSV from monkey CSF and its identification by mass spectrometric methods was undertaken as previously described [30].

### Statistical analysis

With regard to data analysis for western blotting, the nonparametric Kruskal-Wallis test was used to compare the three unmatched groups with different sample sizes (SD =4; HFS =10; HFS+R = 10). Rejection of the null hypothesis (p ≤ 0.05) was followed by Tukey post-hoc test to identify specific sample pairs that showed significant difference in mean ranks. P values less than 0.05 were considered statistically significant.

## SUPPLEMENTAL DATA

## Abbreviations

RSV: resveratrol
4-HNE: 4-hydroxynonenal
SD: standard diet
HFS: high-fat/high-sugar diet
HFS+R: HFS supplemented with resveratrol
eNOS: endothelial nitric oxide synthase
CSF: cerebral spinal fluid
VEGF: vascular endothelial growth factor
PCA: principal component analysis
PAGE: parametric analysis of gene-set enrichment
ROS: reactive oxygen species
GO terms: gene ontology terms
CNS: central nervous system
RT-PCR: real-time polymerase chain reaction
pVHL: von Hippel-Lindau protein
H2S: hydrogen sulfide
IL-6: interleukin 6
NF-κB: nuclear factor kappaB
COMMD: copper metabolism mURR1 domain containing
SIRT2: NAD^+^-dependent deacetylase 2
ALDH2: aldehyde dehydrogenase 2
TBI: trauma brain injury

How the deposited data were processed for this re-analysis (not part of the article)

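Cerebral cortex RNA of 24 rhesus monkeys was measured on Illumina HumanHT-12 V4.0 beadchips, with 1 array for each of 4 SD, 10 HFS and 10 HFS+R monkeys. Diets and replicate numbers come from the sample labels. The authors deposited a table of signal intensity per probe and array made with GenomeStudio 2011.1, and beside each value the detection p-value that the authors obtained from the same software. The authors also deposited a Z score per probe and array: the log2 signal, minus its mean over the array, divided by its SD over the array. Before the rest was run, Z scores were computed from the signals and checked against the deposited ones. Signals ran from 9 to 23605.5, with a median of 54.9 to 60.3 per array. The mean correlation of an array with the others was 0.975 or higher, and the SD of the log2 signal ran from 1.32 to 1.58. The medians of the deposited Z scores per array lay between −0.442 and −0.398. Of 47323 probes, 30113 carry 1 gene symbol, 8 carry several and 17202 have none listed.

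Z scores were multiplied by 1 factor for all arrays, so that differences read on a log2 scale. Probes with a detection p under 0.01 on at least 4 arrays were kept, and of several kept probes of a gene the one with the highest mean over all arrays stood for it (2132 genes had more than 1). The 3 comparisons (HFS vs SD, HFS+R vs HFS, HFS+R vs SD) were made in 1 linear model with limma 3.58.1 in R 4.3.3 (empirical Bayes, 2-sided, statmod 1.5.0), and p-values were adjusted by Benjamini-Hochberg over the genes of each comparison, with 0.05 as the threshold. The Z ratio is the difference of mean Z scores between groups divided by the SD of these differences over all probes. The study's thresholds were taken as a Z ratio over 1.5 in size, a p under 0.05 and a false discovery rate under 0.3. Gene lists (26) and cell type marker lists (11, of which 10 had at least 3 measured genes; the choroid plexus list had fewer and was not tested) were tested with camera at an inter-gene correlation of 0.01, adjusted over all lists and comparisons together. The level of a marker list on an array is the mean of its genes after each was scaled to SD 1, and group differences in it, in principal component scores and in array measures were tested by 100000 permutations, or by all 1001 splits where the SD group took part. The share of variance between diets was tested by permutation on Euclidean distances over all genes (PERMANOVA).

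Genes were named by a rule: every gene the paper names for the array and every gene whose protein it measured; for each comparison, of genes past the threshold, the 10 largest rises and 10 largest falls that were detected on every array of the higher group; where fewer passed, the largest changes among genes at an unadjusted p under 0.001, given as not past the test; and of each list reported, up to 4 measured members with the smallest p. Lists, comparisons, thresholds, this rule and the other settings were set before the data were examined, apart from 3 covariate fits named below as added later. Genes and Z ratios that the paper prints had been seen by then. The other settings were quantile normalization, neqc with an offset of 16, scaling by the median of each array, no filter on dim probes, detection on all arrays, a detection p under 0.05, every probe by itself, the mean of the kept probes, only the groups compared, array weights, a trend with a robust prior, the replicate number as a block, the oligodendrocyte marker level as a covariate, a Z ratio from kept probes, no false discovery rate threshold, camera with an estimated correlation, fry, PAGE, and each array left out in turn. The deposited Z scores were a further setting and are counted among the other settings and alternatives. They differ from those computed here by at most 5e-10, so that they could change no call. The array median was taken over all probes, most of them not detected, and lay below the lowest detected signal on each array. Scaling by it aligns arrays on signal near background and does not change the SD of their log2 signal. The fit with the replicate number as a block held only numbers present in both groups. Fits with the array SD, with the number of detected probes, and with the array SD and oligodendrocyte markers together as covariates were added after the data had been seen. Before the real arrays, limma, the study's thresholds, camera with 1 shifted list and PERMANOVA were run on simulated arrays (random seed 20160409). The other tests were not. With 200 altered genes, 8 of 149 calls in HFS vs SD and 9 of 168 in HFS+R vs HFS were false at the 0.05 threshold. At the study's thresholds 52 of 213 and 49 of 225 were. Noise was drawn independently for each gene, without correlation between genes or effects shared by an array. These rates need not hold for the real arrays. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The RT-PCR, protein, cerebrospinal fluid and capillary measurements were not analysed here. TNFRSF25 and IL6 were not tested because their probes were not kept. No column of per-array values was left unused (0 columns).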

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

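The fits with the array SD or the number of detected probes as a covariate, the comparison of genes called with and without the array SD against other splits, and the spread of SD arrays against 4 HFS arrays and on the components, were chosen after results had been seen. In limma 1582 genes differed between HFS+R and HFS and 0 between HFS and SD (1250 at an unadjusted p under 0.05), and whether the effects differ was not tested. A wider spread among SD arrays cannot be told apart either: the median SD between arrays was 0.169 in SD and 0.175 in HFS (ratio 0.964, and 0.921 to 1.2 against 4 HFS arrays at a time), but scores on the first 2 components spread wider in SD by factors of 1.43 and 2.62, which the bound of 1.2 set in advance on the first ratio alone left out. The smaller SD group cannot be told apart from a smaller effect, because HFS+R against 4 HFS arrays drawn at random gave a median of 406 genes (0 to 1682), with 0 in 8 of 100 draws. Other splits of the arrays gave at most 350 genes in HFS+R vs HFS, so that chance is unlikely there. They gave up to 74 in HFS vs SD, where with a real count of 0 any split gives as many and the splits test nothing.

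The genes that distinguish HFS+R from HFS include RNF13, MOG and NFE2L2 on the higher side and H4C3, AGO2 and GSK3B on the lower, and the groups also differed in the SD of the log2 signal per array. With that SD as a covariate 22.9% of the 1582 genes were still called the same way, the median size of the fold change went from 0.295 to 0.214 at a similar standard error (0.0798 and 0.0787). A part of the difference may thus come from the spread of signal on each array, or that spread from an effect of RSV on these genes. With and without the covariate 362 genes were called the same way, against at most 9 in other splits put through the same 2 fits. Other splits gave at most 350 genes without the covariate and need not hold the link between diet and array SD. These counts thus speak against chance, and whether the spread is the whole cause stays open. The oligodendrocyte marker level as a covariate left 40.8% called, under the 50% set in advance as the mark of a cause, but it raised the median standard error from 0.0798 to 0.0924 while the size went only from 0.295 to 0.275, so that a different share of oligodendrocytes cannot be told apart from an effect of RSV on the same genes. A difference in RNA or hybridization quality stays open, as does an effect of RSV on transcription: the number of detected probes, with which 99.7% of genes were still called, showed no difference between the groups (p = 0.794) and so could remove few calls, whatever the bound set in advance.

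KCNK12, MT1H and BBOX1 moved one way between SD and HFS at the study's thresholds and back in HFS+R, as 135 of 208 shared genes did. The HFS arrays enter both comparisons with opposite signs, which by itself may give opposite fold changes: with disjoint HFS arrays the covariance was −0.00314, within 2 of its jackknife standard errors (0.00700) of 0. The mean SD of the log2 signal per array also went down and back, from 1.50 on the standard diet to 1.42 in HFS and 1.48 in HFS+R. Its difference between HFS and the standard diet did not pass (exact permutation test, p = 0.0559). With it as a covariate, 1 gene met the study's thresholds in HFS vs SD, and 0 were shared or reciprocal. The spread of signal on each array thus cannot be told apart from a reversal by RSV. A reversal of the HFS effect by RSV stays open, and the simulated groups, which shared 0.05 genes on average, had no diet effect in either comparison. Of 100 splits of the 24 arrays, 3 shared as many genes (highest other 1156), but such splits also undo the difference between HFS+R and HFS, so that they do not test the sharing by itself.

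A comparison of HFS+R with SD, which the paper does not make on the arrays, gave 623 genes. The highest other split gave 21, so that chance is unlikely, as far as 100 splits can tell. At the study's thresholds other splits gave at most 2234 genes for HFS+R vs HFS (real 2607), and chance is unlikely there too. For HFS vs SD they gave up to 1730 (real 532), with as many in 6 of 100 splits, so that chance cannot be excluded. For gene lists other splits gave up to 14 (real 7; as many in 31 of 100 splits) and for marker lists up to 11 (real 1; as many in 80 of 100), and chance cannot be excluded for either. As many HFS vs SD genes past limma (0) came from 100 of 100 splits, which tests nothing, and as many from 1 of 100, the real one alone, for HFS+R vs HFS and for HFS+R vs SD.

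Single arrays stood far from the rest of their group in 22 of 390 groups of values, where chance gives about 19.5. The gap to the nearest array over the range of the group is given first, then the value of that array and of the nearest. Among SD arrays these were GRIN2B in replicate 1 (0.96; 6.789 and 7.356) and the oligodendrocyte precursor markers in replicate 4 (0.855; −0.8531 and 0.1106). Among HFS arrays they were VEGFA (0.491; 7.685 and 7.347) and MT1G (0.514; 7.465 and 8.071) in replicate 2, TUBA1A (0.493; 13.81 and 13.28) and CDKN1B (0.486; 8.467 and 7.786) in replicate 3, SIRT1 in replicate 4 (0.544; 5.491 and 5.843), ALDH2 in replicate 6 (0.524; 8.067 and 7.532), UBE2O (0.493; 8.939 and 9.113) and UBE2K (0.666; 8.541 and 9.123) in replicate 7, HSD17B7 in replicate 1 (0.474; 11.75 and 11.33) and the inhibitory neuron markers in replicate 8 (0.573; 0.5789 and −0.01743). Among HFS+R arrays replicate 7 held 5, namely BCL2 (0.484; 7.767 and 8.08), MT1G (0.654; 7.591 and 8.309), RAB3A (0.63; 9.075 and 9.691), CA2 (0.493; 7.693 and 8.432) and the third principal component (0.519; −14.56 and −2.955). The others were ACTB (0.562; 13.28 and 13.68) and NDUFV1 (0.495; 9.857 and 10.17) in replicate 3, ABCE1 in replicate 2 (0.615; 6.608 and 7.454), MT3 in replicate 9 (0.786; 5.441 and 10.66) and the endothelial markers in replicate 1 (0.522; −0.6533 and 0.09122).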

How the results depend on the processing

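The fits with the array SD, the detected probes, or the array SD and oligodendrocyte markers as covariates were chosen after results had been seen. Named genes kept their side of the threshold and, where called, their direction in 6284 of 6678 values under other settings and in 9791 of 10080 with 1 array left out, and lists in 1131 of 1188 and 2558 of 2592. Under other settings 282 values of named genes lost their call and 110 gained one, and with 1 array left out 200 and 89. The values of genes include HFS vs SD, where 0 genes were called and no call could be lost. They also include the deposited Z scores as a setting, which could change no call. Of the named genes past the threshold 2 turned: RORA in HFS+R vs HFS to −0.198 with the mean of its probes (adjusted p = 0.268), and CRMP1 to 0.00607 with median scaling (adjusted p = 0.969). The cause was not tested for these or for the counts below.

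Genes past limma in HFS+R vs HFS (1582) numbered 720 with the oligodendrocyte covariate, 402 with the array SD and 513 with both. In HFS+R vs SD (623) they numbered 361 with median scaling, 1048 for every probe by itself, 977 with the array SD and 1029 with both covariates, and in HFS vs SD (0) 1 with median scaling. HFS vs SD at the study's thresholds (532) gave 340 with neqc, 2311 with median scaling (21 higher, 2290 lower), 147 without a filter, 873 for every probe by itself, 66 with only the 2 groups, 1449 with array weights, 1185 without the false discovery rate and 1 with the array SD. HFS+R vs HFS (2607) gave 3946 for every probe by itself, 1252 with a Z ratio from kept probes and 1596 with the array SD. Shared genes (208) and, after each, reciprocal ones (135) numbered 123 and 57 with neqc, 990 and 932 with median scaling, 50 and 25 without a filter, 343 and 209 for every probe by itself, 33 and 15 with only the 2 groups, 589 and 456 with array weights, 88 and 49 with a Z ratio from kept probes, 444 and 324 without the false discovery rate, and 0 and 0 with the array SD, and quantile normalization gave 88 reciprocal. Gene lists (7) numbered 3 with median scaling, 4 without a filter, 0 with an estimated correlation, 2 with fry and 15 with PAGE, and marker lists (1) 3 with median scaling, 0 with detection on all arrays, 0 with an estimated correlation, 0 with fry and 5 with PAGE.

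With 1 array left out, genes past limma ran from 0 to 5 in HFS vs SD (5 without SD replicate 4, 1 without HFS replicate 1), from 1115 to 1927 in HFS+R vs HFS and from 354 to 666 in HFS+R vs SD (354 without SD replicate 2, 373 without SD replicate 3). At the study's thresholds they ran from 2372 to 2715 in HFS+R vs HFS and from 0 to 1577 in HFS vs SD (0 without SD replicate 1 or 2; 94, 156, 298, 329 and 335 without HFS replicates 7, 2 and 4, HFS+R replicate 9 and HFS replicate 9; 816, 936, 950 and 1577 without HFS replicate 10, SD replicate 3, HFS replicate 5 and SD replicate 4). Shared genes ran from 0 to 667, reciprocal ones from 0 to 549, the correlation of fold changes from −0.360 to −0.159, gene lists from 3 (without SD replicate 1) to 10, marker lists from 0 (without HFS+R replicate 2) to 2 (without HFS replicate 7) and the share of variance of diet from 18.4% to 20.5%. Replicate numbers do not pair the monkeys: deviations of HFS+R and HFS arrays of the same number correlated from −0.118 to 0.249, over 0.1 in 2 of 10 and best with their own number in 3, of HFS and SD arrays from −0.160 to 0.22 (1 of 4) and of HFS+R and SD arrays from −0.393 to 0.0369 (0 of 4). With the number as a replicate block, HFS+R vs HFS gave 1544 genes, 1330 of them among the 1582, while HFS+R vs SD gave 0, and 0 HFS vs SD, shared and reciprocal genes met the study's thresholds. The block fit held only numbers present in both groups, so that each comparison with SD used 4 arrays per group. Its counts of 0 cannot be told apart from the loss of the other arrays. A fit with the beadchip as a block was not run, since the columns name none. Signal near background limits dim genes such as SIRT1, which was detected on 2 SD, 0 HFS and 3 HFS+R arrays.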

Differences from the paper's values

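The paper gives 488 genes shared by the comparisons of HFS with SD and of HFS+R with HFS, against 208 here with the thresholds as read here (false discovery rate under 0.3, limma's unadjusted p). Of the 14 alternatives set before the data were examined, 3 came within 1.5 times of it (589 with array weights, 444 without the false discovery rate, 343 for every probe by itself), as did 4 of 24 arrays left out (375 without HFS replicate 5, 359 without HFS replicate 10, 363 without SD replicate 3, 667 without SD replicate 4). Of these the paper gives 270 as reciprocal, against 135 here, and 192 with detection on all arrays, 209 for every probe by itself, 324 without the false discovery rate, 215 without HFS replicate 1, 293 without HFS replicate 5, 286 without HFS replicate 10 and 280 without SD replicate 3 came within that range, and the other alternatives and arrays left out did not. The paper gives 218 in the same direction, 39 higher in both and 179 lower in both, against 73, 8 and 65 here, and none of 14 alternatives or 24 arrays left out came within 1.5 times of any of them. As a share of all genes called in either comparison the paper gives 14.1%, against 7.10% here, with 10.7% for detection on all arrays, 16.9% with array weights and 13.3% without the false discovery rate within the range and the other 11 alternatives outside it.

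For PDGFRA the paper shows a Z ratio of about −4.5 in HFS vs SD and about 3.2 in HFS+R vs HFS (Fig. 2H, read by eye), against −2.30 and 0.81 here on the brightest probe. Its other probe gave −4.47 and 3.18. Z ratios were compared by their standard error instead of by 1.5 times. Of 13 alternatives, only median scaling (−3.20) came within 1 standard error of the value of the paper in HFS vs SD. None of 13 did in HFS+R vs HFS. For the variance of the first 3 principal components the paper shows about 40%, about 18% and about 5.4% (Fig. 2A, read by eye), against 19.2%, 10.8% and 9.15% here over all genes. Of 8 alternatives, median scaling gave 36.6% for the first and 6.94% for the third and detection on all arrays 12.1% for the second, and the rest and 24 arrays left out stayed outside 1.5 times. Over the 1841 genes called in any comparison the shares were 46.5%, 14.9% and 5.31%. The diet tests on these same arrays chose those genes, so that a large share is built in. Diet held 44.4% of the variance over them. Permuted diet labels put through the same choice gave 41.4% and 44.4% in the 2 of 99 cases with at least 10 genes called.

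The paper ranks BBOX1 as the most lowered gene in HFS vs SD, and here 26 genes called at the thresholds of the study had lower Z ratios, MAFF (−9.18) and FUT6 (−7.84) among them. The paper gives the rank with Fig. 2H, which shows reciprocally altered genes. The 26 were counted among all genes called in HFS vs SD, reciprocal or not, so that the sets may be unlike. ACSL4 and PDGFRA are in the paper's reciprocal set. Here ACSL4 had a false discovery rate of 0.307 in HFS vs SD and PDGFRA missed the thresholds on its brightest probe, so that neither was shared, while the Z ratios of ACSL4 (−4.65 and 4.52) match those printed. The paper reports a fall of TNFRSF25, whose probe was detected on no array here (Z ratio −0.80). MT1H and KCNS1 met the thresholds of the study in both comparisons and SPTBN1 in HFS+R vs HFS, and none of these 3 passed limma at an adjusted p under 0.05 there (0.103, 0.0617 and 0.065 in HFS+R vs HFS). The paper has CST3 higher in HFS than SD, and here its adjusted p was 0.362, with a log2 fold change of 0.33.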

Other observations

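The fits with the array SD as a covariate were chosen after results had been seen. Some genes of myelin were higher in HFS+R than in HFS, and chance cannot be excluded for the marker list as a group. MOG, a glycoprotein of the outer myelin surface, rose by 0.39 (SE 0.07, adjusted p = 0.00122 from limma) and also stood above SD by 0.42 (adjusted p = 0.00469). ERMN, a cytoskeletal protein of myelinating cells, rose by 0.32 (SE 0.09, adjusted p = 0.0152), UGT8, which makes myelin galactolipids, by 0.43 (SE 0.12, adjusted p = 0.0185), CLDND1, a claudin-like protein, by 0.46 (SE 0.11, adjusted p = 0.00669), and CA2, a carbonic anhydrase, by 0.62 (SE 0.16, adjusted p = 0.0134), a gene whose second probe gave 0.66. The array SD as a covariate ended the calls of ERMN, UGT8, CLDND1 and CA2, at log2 fold changes of 0.22, 0.25, 0.37 and 0.45 (highest adjusted p over the other settings 0.377, 0.567, 0.177 and 0.249), and MOG kept its call (0.0299). The oligodendrocyte covariate tests nothing for MOG, ERMN, UGT8 and CLDND1, which are part of it. Of 13 oligodendrocyte markers 12 were above 0 and 4 were called (6 adjusted over the list alone, 6 with median scaling). As a group they gave an adjusted p of 0.0211 with camera, and of 0.835 with an estimated correlation. No marker list passed without HFS+R replicate 2 or with detection on all arrays. The mean level of the oligodendrocyte markers was 0.795 SD higher in HFS+R than in HFS (permutation p = 0.0196, adjusted p = 0.295 over 30 tests). It lay above the HFS mean in 10 of 10 HFS+R arrays. The groups overlapped, with HFS replicates 6 and 8 (0.736 and 0.576) above HFS+R replicate 9 (−0.177). Endothelial EMCN, a sialomucin, and TEK, the angiopoietin receptor, rose by 0.29 (SE 0.06, adjusted p = 0.00553) and 0.28 (SE 0.08, adjusted p = 0.0228), 2 of 8 endothelial markers (3 adjusted over the list alone and 3 with median scaling; camera, adjusted p = 0.502), with the array SD ending both calls at 0.22 and 0.13 (adjusted p up to 0.0579 for EMCN and 0.392 for TEK over the other settings). The level of endothelial markers was higher in 9 of 10 HFS+R arrays than the SD mean by 0.737 SD (exact permutation p = 0.00999, adjusted p = 0.295). The haemoglobin genes HBA2 and HBB gave 1.22 (SE 0.53, adjusted p = 0.337) and 0.88 (SE 0.55, adjusted p = 0.496) in HFS vs SD. Of 10 astrocyte markers 1 rose and 1 fell (2 and 0 with median scaling), and 0 passed limma among markers of excitatory (9) and inhibitory neurons (12), oligodendrocyte precursors (6), pericytes (7), meninges (7) and blood (4) in HFS+R vs HFS.

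Genes of insulin signalling were among those that rose and those that fell: IDE, the insulin-degrading enzyme, rose by 0.41 (SE 0.09, adjusted p = 0.00583), and FOXO3, a transcription factor that insulin restrains, and the adaptor GRB2 fell by 0.65 (SE 0.14, adjusted p = 0.00396) and 0.36 (SE 0.07, adjusted p = 0.00243), with median scaling ending the call of GRB2 (adjusted p from 0.00186 to 0.146) and a dimmer FOXO3 probe giving 0.06. Of 22 such genes 5 rose and 5 fell (7 and 6 adjusted over the list alone, 6 and 3 with median scaling; camera, adjusted p = 0.72). The proteasome subunits PSMD10 and PSMC6 rose by 0.24 (SE 0.05, adjusted p = 0.00519) and 0.32 (SE 0.07, adjusted p = 0.00534), with 28 of 36 proteasome genes above 0, 5 higher and 1 lower (5 and 1 adjusted over the list alone, 6 and 0 with median scaling; fry, adjusted p = 0.0273; camera, adjusted p = 0.229). BCL2L1, an inhibitor of apoptosis, fell by 0.26 (SE 0.06, adjusted p = 0.0107) and was the 1 gene called of 23 of apoptosis, and HSD17B7, of cholesterol synthesis, fell by 0.37 (SE 0.10, adjusted p = 0.0117), 1 of 11 with 2 that rose; median scaling ended both falls (adjusted p up to 0.7 and 0.422), and BCL2L1 had another probe at 0.14. Counts of rises and falls were 2 and 1 of 29 for angiogenesis (2 and 1 with median scaling), 0 and 2 of 22 for hypoxia-inducible genes (1 and 0; 0 and 0 adjusted over the list alone), 1 and 1 of 25 for immediate early genes (1 and 0), 1 and 1 of 18 for glucocorticoid-responsive genes (2 and 0), 1 and 0 of 5 for sirtuins (1 and 0) and 0 and 0 of 12 for GABA signalling (2 and 0), with camera adjusted p of 0.97, 0.75, 0.97, 0.97, 0.665 and 0.72.

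In HFS+R vs SD, MSL3 fell by 1.18 (SE 0.12, adjusted p = 5.89e-06), TDP1, a DNA repair phosphodiesterase, fell by 1.13 (SE 0.14, adjusted p = 9.35e-05), the kinase TAOK1 fell by 1.13 (SE 0.16, adjusted p = 0.000344; not exact, as 4 of 10 HFS+R arrays did not detect it), and LRRFIP1, a nucleic acid sensor, fell by 1.29 (SE 0.21, adjusted p = 0.000639), each in 10 of 10 arrays and with the HFS mean between the others. SEC23A, a coat protein of vesicles leaving the endoplasmic reticulum, rose by 0.60 (SE 0.11, adjusted p = 0.0016) and KLF9, a factor induced by glucocorticoids, by 0.48 (SE 0.10, adjusted p = 0.00558), a call that median scaling ended (adjusted p = 0.241, from 0.00233 to 0.32 over the other settings). Calls close to the threshold in HFS+R vs HFS were those of RORA, a clock-linked nuclear receptor (0.67, SE 0.22, adjusted p = 0.0408; not exact, as 1 HFS array did not detect it), CDKN1B, a cell cycle inhibitor (0.62, SE 0.21, adjusted p = 0.0422), and LRRFIP1 (−0.46, SE 0.16, adjusted p = 0.0478), each ended by 8 other settings (adjusted p up to 0.268, 0.471 and 0.39) and by leaving out any 1 of 12, 12 and 14 arrays (up to 0.0736, 0.084 and 0.091). FNDC5, the precursor of irisin, gave 0.39 in HFS vs SD (SE 0.09, adjusted p = 0.181).

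Of genes whose proteins the paper measured, SIRT1 rose by 0.29 in HFS+R vs HFS (SE 0.10, adjusted p = 0.0405), a call that ended with the array SD (adjusted p from 0.0241 to 0.389 over the other settings) and without any 1 of 13 arrays (up to 0.0831). It was detected on 0 HFS and 3 HFS+R arrays, near background, so that its size is not exact. VHL gave −0.24 (SE 0.09, adjusted p = 0.0779; 0.0255 to 0.443 over the other settings) and fell by 0.73 in HFS+R vs SD (adjusted p = 0.000764). In HFS vs SD it gave −0.49 (SE 0.12, adjusted p = 0.181), in 10 of 10 arrays and lower at the study's thresholds, where the paper gives more of the protein. For the others, in HFS+R vs HFS, VEGFA gave 0.08 (SE 0.08), NOS3 −0.01 (SE 0.09), BCL2 0.06 (SE 0.09), RELA 0.07 (SE 0.07), SIRT2 0.07 (SE 0.08), HDAC6 0.08 (SE 0.07), ALDH2 0.22 (SE 0.09, adjusted p = 0.106; 0.0489 to 0.771 over the other settings), PECAM1 0.18 (SE 0.07, adjusted p = 0.0683; 0.0406 to 0.501), TUBA1A 0.01 (SE 0.19), and the control genes GAPDH −0.29 (SE 0.15, adjusted p = 0.174; 0.0455 to 0.997) and ACTB −0.21 (SE 0.10, adjusted p = 0.146; 0.114 to 0.987), which turned to 0.000785 for GAPDH and 0.117 for ACTB with median scaling and to 0.0304 for ACTB with quantile normalization and with neqc.

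Probes of a gene did not always answer alike. A candidate explanation is that the other probe lies near background: of 571 other kept probes of genes called in HFS+R vs HFS, 56.3% of those detected on all arrays ran the same way at an unadjusted p under 0.05 against 22.3% of the rest, a ratio of 2.53, and 27 ran the opposite way at that p, 19 of them detected on all arrays. Other causes, such as mismatches between human probes and monkey transcripts, were not tested.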
